# Polycomb group ring finger protein 6 suppresses Myc-induced lymphomagenesis

**DOI:** 10.26508/lsa.202101344

**Published:** 2022-04-14

**Authors:** Nina Tanaskovic, Mattia Dalsass, Marco Filipuzzi, Giorgia Ceccotti, Alessandro Verrecchia, Paola Nicoli, Mirko Doni, Daniela Olivero, Diego Pasini, Haruhiko Koseki, Arianna Sabò, Andrea Bisso, Bruno Amati

## Abstract

Max is an obligate dimerization partner for the Myc transcription factors and for several repressors, such as Mnt, Mxd1-4, and Mga, collectively thought to antagonize Myc function in transcription and oncogenesis. Mga, in particular, is part of the variant Polycomb group repressive complex PRC1.6. Here, we show that ablation of the distinct PRC1.6 subunit Pcgf6–but not Mga–accelerates Myc-induced lymphomagenesis in Eµ-*myc* transgenic mice. Unexpectedly, however, Pcgf6 loss shows no significant impact on transcriptional profiles, in neither pre-tumoral B-cells, nor lymphomas. Altogether, these data unravel an unforeseen, Mga- and PRC1.6-independent tumor suppressor activity of Pcgf6.

## Abstract (precis)

Max dimerizes with Mga to form the repressive complex PRC1.6; another PRC1.6 subunit, Pcgf6, suppresses Myc-induced lymphomagenesis but, unexpectedly, does so in a Mga- and PRC1.6-independent manner.

## Introduction

The Myc-Max network is constituted by a set of transcription factors that dimerize and bind DNA via a common basic-helix-loop-helix-leucine zipper motif (bHLH-LZ). Max is a key node in this network, acting as an obligate dimerization partner for proteins of the Myc (c-, N- and L-Myc) and Mxd/Mga subfamilies (Mxd1-4, Mnt, and Mga), which activate and repress transcription, respectively, by binding to the same consensus DNA element, the E-box CACGTG and variants thereof (Carroll et al, 2018). Mxd1-4 and Mnt share a short N-terminal domain responsible for recruitment of mSin3/HDAC corepressor complexes. Mga lacks this domain but was independently identified—together with Max—as a component of the variant Polycomb group (PcG) repressive complex PRC1.6, characterized by the presence of two distinct PcG- and E2F-family proteins (respectively, Pcgf6 and E2f6) (Ogawa et al, 2002; Gao et al, 2012; Carroll et al, 2018; Llabata et al, 2020). In mouse embryonic stem cells (mESCs), depletion of Mga led to dissociation of other PRC1.6 subunits (Pcgf6, E2f6 and L3mbtl2) from chromatin (Endoh et al, 2017; Stielow et al, 2018; Scelfo et al, 2019). Along the same line, depletion of Pcgf6 caused dissociation of several subunits (Ring1A/B and Rybp), whereas others (Mga, Max, and L3mbtl2) remained chromatin-bound (Zhao et al, 2017). Altogether, these findings suggest that Mga/Max and Pcgf6 contribute to the hierarchical assembly of the PRC1.6 complex onto chromatin, may thereby counteract transcriptional activation by Myc and E2F at common target genes, and thus also their growth-promoting and oncogenic activities.

A number of observations pointed to a tumor suppressor function of the Mga/Max dimer. First, genome sequencing studies revealed loss-of-function mutations in Mga in a wide variety of tumors (Schaub et al, 2018). Loss of Max was also observed, but appears to be restricted to neuroendocrine tumors, including pheochromocytoma (Comino-Mendez et al, 2011; Burnichon et al, 2012) and small-cell lung cancer (SCLC) (Romero et al, 2014; Llabata et al, 2021). In SCLC, mutations affecting the different network members (Max loss, Mga loss, Myc amplification) occur in a mutually exclusive manner, pointing to a common functional consequence (Romero et al, 2014). Formal evidence for this hypothesis was provided in two SCLC mouse models, in which deletion of Max could either abrogate tumorigenesis if combined with a *MYCL* transgene, or favor it afterloss of the Rb1 and Trp53 tumors suppressors (Augert et al, 2020). Hence, in neuroendocrine tumors loss of Mga/Max/PRC1.6 repressor function may be sufficient to bypass the requirement for Myc activity, as recently shown in Max-null human SCLC cell lines (Llabata et al, 2021). In other lineages, the essential role of Max as a Myc partner (Amati et al, 1993) may prevent its loss, but may still co-exist with its antagonist activities in complex with either Mga or Mxd/Mnt proteins. In line with these observations, loss of Mga in a murine Myc-proficient non–small-cell lung cancer model accelerated tumor growth and caused de-repression of PRC1.6, E2F, and Myc/Max target genes (Mathsyaraja et al, 2021).

Recurrent mutations in Mga were also reported in lymphoid malignancies, including Natural Killer/T-cell lymphoma (NKTCL) (Zhang et al, 2018; Kim & Ko, 2022), Chronic Lymphoid Leukemia (Edelmann et al, 2012; De Paoli et al, 2013; Puente et al, 2015) and diffuse large B-cell lymphoma (DLBCL) (Reddy et al, 2017; Lee et al, 2020). Although Myc activation and/or overexpression are widely associated with the progression of these malignancies, it remains to be determined whether Mga and the PRC1.6 complex antagonize Myc activity in this setting.

Here, we addressed whether loss of either Mga or the PRC1.6-restricted subunit Pcgf6 (Gao et al, 2012) potentiate Myc-induced lymphomagenesis in Eµ-*myc* transgenic mice. In previous studies based on the same model, Max was essential for lymphomagenesis (Mathsyaraja et al, 2019); more surprisingly, Mnt also showed tumor-promoting activity in this model, owing most likely to selective suppression of Myc-induced apoptosis (Campbell et al, 2017; Nguyen et al, 2020). Unexpectedly, our data point to a distinct function of Pcgf6 in tumor suppression, independent from either Mga, PRC1.6, or transcriptional control.

## Results and Discussion

### Loss of Pcgf6 accelerates Myc-induced lymphomagenesis

To address the roles of Mga and Pcgf6 in Myc-induced lymphomagenesis, we combined the Eμ-*myc* (Adams et al, 1985) and CD19-*Cre* transgenes (Rickert et al, 1997)—thus expressing both Myc and Cre recombinase from the pro B-cell stage—with either the conditional knockout alleles *Mga*^*Inv*^ (hereafter *Mga*^*fl*^) (Washkowitz et al, 2015) or *Pcgf6*^*fl*^ (Endoh et al, 2017) (Table S1). Whereas targeting *Mga* showed no effect (Fig S1A–C), deletion of *Pcgf6* significantly enhanced Eμ-*myc*–dependent lymphomagenesis, with *Pcgf6*^*+*/*fl*^ and *Pcgf6*^*fl*/*fl*^ animals showing progressive reductions in median disease-free survival, and increased disease penetrance (Fig 1A).

Table S1 Breeding strategy.

**Figure S1.**
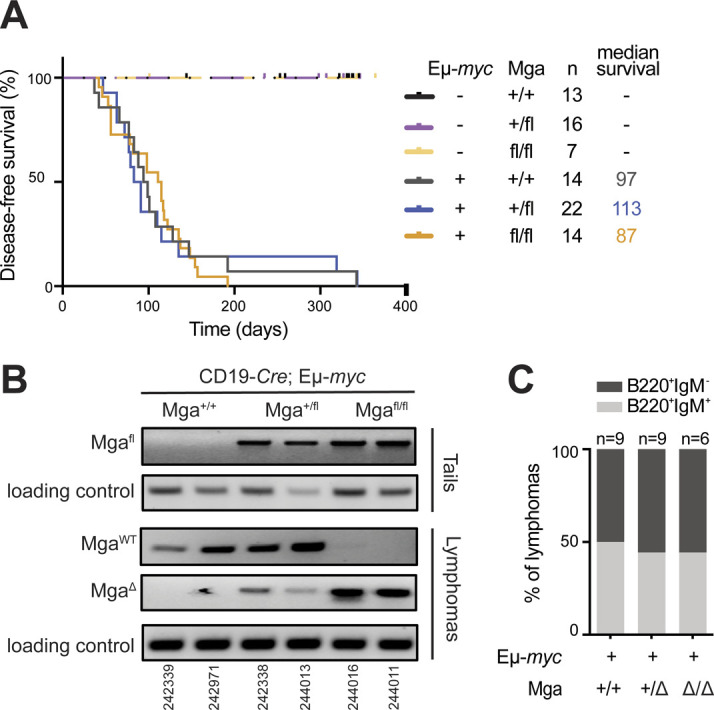
Characterization of *Mga*-mutant lymphomas. **(A)** Disease-free survival curves for mice of the indicated Eµ-*myc* and *Mga* genotypes (all with the CD19-*Cre* transgene). The number of mice (n) and the median survival (in days) are indicated. *P < 0.05; **P < 0.001; ***P < 0.0001. **(B)** Recombination status of the *Mga*^*fl*^ allele in lymphomas, as determined by semi-quantitative PCR on 10 ng of genomic DNA isolated from sorted CD19^+^ tumor cells. Tails from the same mice were used as a negative control. Two mice per genotype are represented, with their IDs indicated at the bottom. Allele-specific PCR reactions were performed with the primers listed in Table S5. *Mga*^*fl*^: non recombined allele; *Mga*^Δ^: recombined allele; *Mga*^*WT*^: wild-type allele; loading control: *Il2*. **(C)** Immunophenotyping of B220 and IgM revealed similar proportions of B220^+^ IgM^+^ and B220^+^ IgM^−^ tumors among Eµ-*myc* lymphomas of the indicated *Mga* genotypes. The number of mice analyzed for each genotype are indicated above each bar.

**Figure 1.**
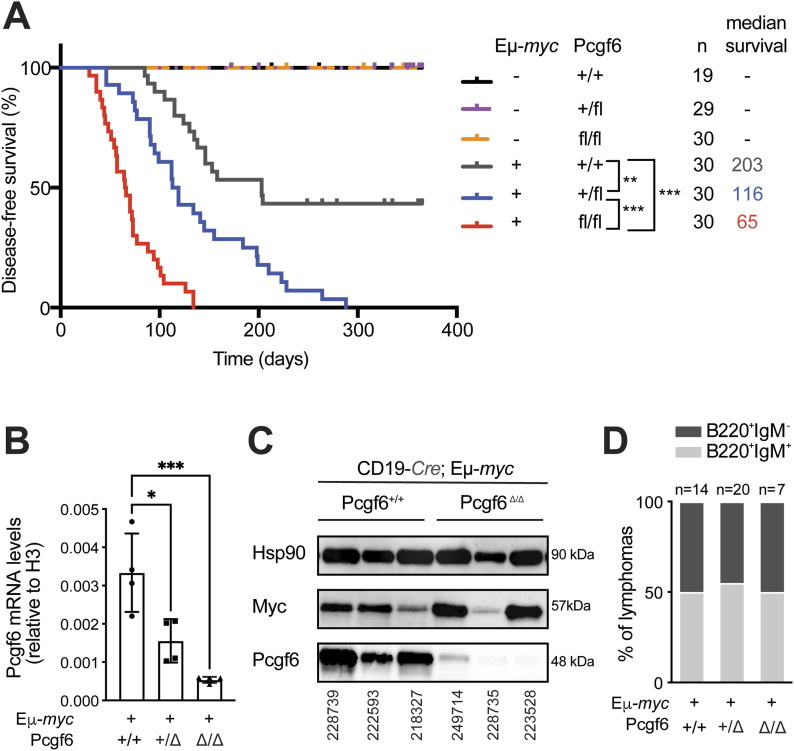
Loss of *Pcgf6* cooperates with Myc overexpression in B-cell lymphoma development. **(A)** Disease-free survival curves for mice of the indicated Eµ-*myc* and *Pcgf6* genotypes (all with the CD19-*Cre* transgene). The number of mice (n) and median survival (in days) are indicated. **(B)** *Pcgf6* mRNA levels were measured by RT-qPCR on mRNA extracted from sorted CD19^+^ lymphoma cells, sampled from infiltrated lymph nodes of CD19-*Cre*; Eμ-*myc* mice, with the indicated *Pcgf6*^*fl/fl*^ genotypes. The data show means and s.d.; *P < 0.05; **P < 0.001; ***P < 0.0001. **(C)** Western blot analysis of Pcgf6 and Myc protein expression in infiltrated lymph nodes from either CD19-*Cre*; Eµ-*myc*; *Pcgf6*^*+/+*^ or CD19-*Cre*; Eµ-*myc*; *Pcgf6*^Δ/Δ^ tumors. Hsp90 was used as loading control. One representative mouse per genotype is shown and mice IDs are indicated at the bottom. Note that a residual Pcgf6 signal in *Pcgf6*^Δ/Δ^ samples might be due to infiltrating non-deleted cells. **(D)** Immunophenotyping of B220 and IgM reveals similar proportions of B220^+^ IgM^+^ and B220^+^ IgM^−^ tumors among Eµ-*myc* lymphomas of the indicated *Pcgf6* genotypes. The numbers above each bar represent number of mice analyzed for each genotype. Source data are available for this figure.

Of note, control Eμ-*myc;Mga*^*+*/*+*^ and Eμ-*myc;Pcgf6*^*+*/*+*^ animals showed very different kinetics of lymphoma onset, with median disease-free survival times of 203 and 97 d, respectively (Figs 1A and S1A). Such variations are common with the Eμ-*myc* model, whether comparing different studies (e.g., Adams et al [1985], Gorrini et al [2007], and Mathsyaraja et al [2019]). or independent cohorts within the same study as exemplified here, and are most likely attributable to multiple genetic modifiers, especially when the genetic backgrounds intermix as a consequence of the breeding with different alleles. Hence, for each targeted allele, only littermates from the same cohort should be considered as proper “wild-type” controls.

Relative to *Pcgf6*^*+*/*+*^ controls, *Pcgf6*^*+*/*fl*^ and *Pcgf6*^*fl*/*fl*^ tumors (hereafter *Pcgf6*^*+*/Δ^ and *Pcgf6*^Δ/Δ^ or KO) showed proportionate decreases in *Pcgf6* mRNA levels (Fig 1B), and immunoblot analysis confirmed loss of the protein in the latter (Fig 1C). The *Pcgf6* genotype affected neither the differentiation stage of the tumors, with comparable proportions arising from naive mature B-cells (B220^+^ IgM^+^) and B-cell precursors (B220^+^ IgM^−^) (Fig 1D) (Langdon et al, 1986), nor their pathological classification, all examined cases showing DLBCL/Burkitt’s like features (Table S2). Finally, we exploited our RNA-seq profiles (see below) to analyze tumor clonality through the scoring of reads in the Immunoglobulin heavy chain variable region (Barbosa et al, 2020 *Preprint*): in contrast with the widespread concept that lymphomas arising in Eµ-*myc* mice are monoclonal, classically based on Southern blotting (Adams et al, 1985) or PCR (Yu & Thomas-Tikhonenko, 2002), we detected multiple clones in most samples (Fig S2 and Table S3), pointing to a more complex oligo- or polyclonal organization of these lymphomas. Most relevant here, our data did not reveal any consistent impact of the *Pcgf6* genotype on clonal complexity, indicating that accelerated tumor onset in the *Pcgf6*^*+*/*f*^ and *Pcgf6*^*f*/*f*^ backgrounds could not simply be ascribed to increased clonality.

Table S2 Pathological analysis of Eµ-myc *Pcgf6*-mutant lymphomas.

**Figure S2.**
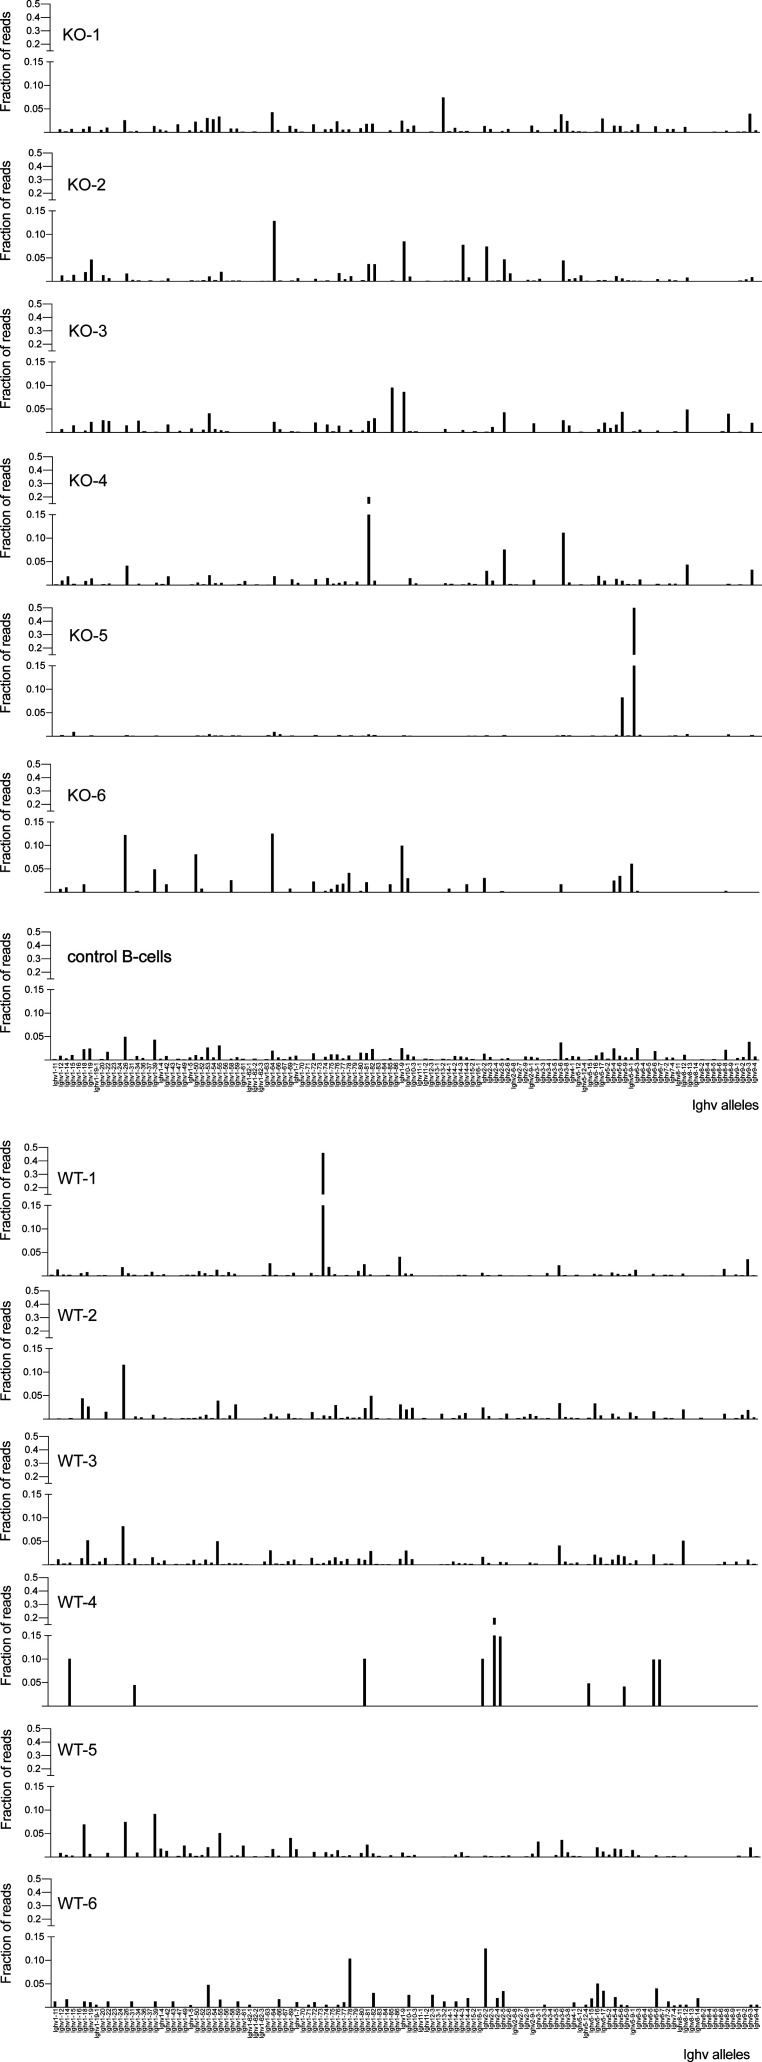
Characterization of clonality of *Pcgf6*-mutant lymphomas. The histograms show the fraction of RNA-seq reads mapped to each individual Ighv allele (displayed in the same order as in Table S3) relative to the total reads mapped to all Ighv alleles. WT-1 to WT-6: Eµ-*myc; Pcgf6*^*+*/*+*^ lymphomas; KO-1 to KO-6: Eµ-*myc*; *Pcgf6*^Δ/Δ^ lymphomas; the control B-cells were from non-transgenic wild-type mice.

Table S3 Analysis of tumor clonality.

Altogether, we conclude that Pcgf6, functions as a dose-dependent, haplo-insufficient tumor suppressor in Myc-induced lymphomagenesis, without altering the gross pathological and cellular features of the resulting tumors. Unlike *Pcgf6*, *Mga* showed no tumor suppressor activity in Eµ-*myc* mice, pointing to a PRC1.6-independent function of Pcgf6 in this model.

### Loss of Pcgf6 affects Myc-induced apoptosis in B-cells

Young Eµ-*myc* mice show a characteristic expansion of pre-tumoral B-cells, counter-balanced by a concomitant increase in apoptosis (Nilsson et al, 2005). Monitoring of bone marrow B220^+^CD19^+^ B-cells revealed that their fraction was significantly increased in the *Pcgf6*^*f/f*^ background (Fig 2A) correlating with an impairment in Myc-induced apoptosis (Fig 2B). In contrast with the effect on apoptosis, loss of Pcgf6 caused no major alterations in the cell cycle profiles of B220^+^CD19^+^ B cells, in either control or Eµ-*myc* transgenic mice (Fig 2C). Of note, whereas the effect of *Pcgf6* loss on Myc-induced lymphomagenesis was already apparent in heterozygous *Pcgf6*^*+/fl*^ mutant mice (Fig 1A), the same was not true for B-cell counts and apoptosis (Fig 2A and B): this apparent discrepancy might be due either to a limiting sensitivity of the pre-tumoral measurements, or to the co-existence of additional mechanisms of tumor suppression by Pcgf6. Altogether, our data suggest that the accelerated lymphoma onset in Eµ-*myc*; CD19-*Cre*; *Pcgf6*^*fl/fl*^ mice may be explained–at least in part–by increased survival at the pre-tumoral stage, which might favor the expansion of the B220^+^CD19^+^ B-cell pool, thus increasing the opportunities for the emergence of tumor clones.

**Figure 2.**
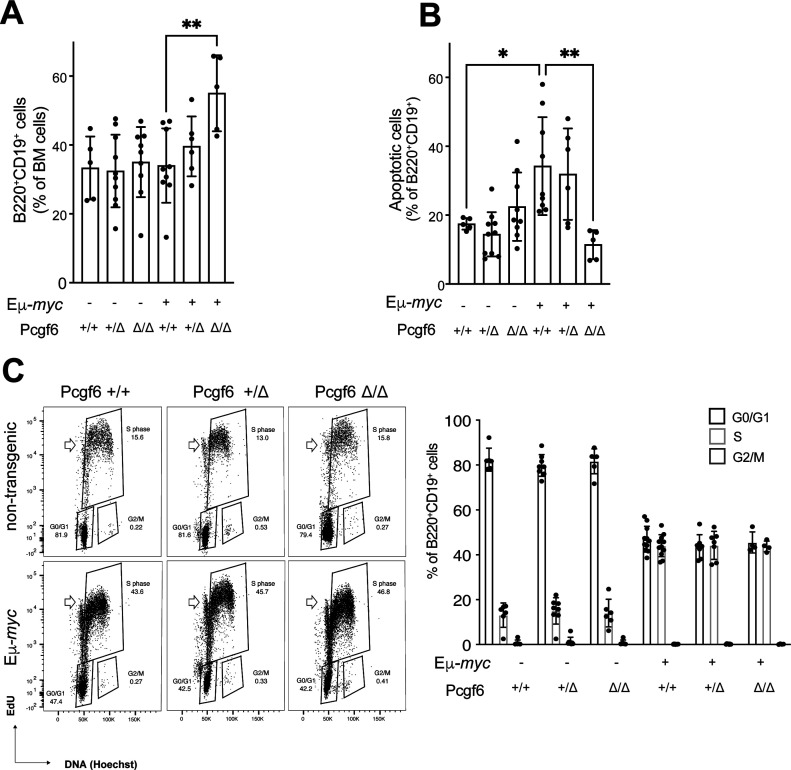
Pcgf6 loss affects Myc-induced apoptosis, but not proliferation in bone marrow B-cells. **(A)** Fraction of B220^+^ CD19^+^ cells in the bone marrow (BM) of the indicated experimental groups. **(B)** Fraction of apoptotic B220^+^ CD19^+^ cells, based on Red-VAD-FMK staining for caspase activity. In both panels, the data show means and s.d.; *P < 0.05; **P < 0.001. **(C)** Representative EdU/Hoechst flow cytometric profiles of bone marrow–derived B220^+^ CD19^+^ cells in animals of the indicated genotypes. Note that a 2 h EdU pulse in vivo was sufficient for part of the cells to incorporate the nucleotide and complete mitosis, and thus be back in G1 (i.e., with 2N DNA content), whereas scoring as EdU-positive (empty arrowheads): as illustrated here, these cells were neither included in our S-phase gating, nor computed in our G0/G1 counts. Together with the low numbers of cells scored in G2/M, the data imply that B220^+^ CD19^+^ B-cells in vivo undergo mitosis as soon as completing S-phase, with virtually no, or a very short G2 phase. The plot on the right summarizes the data from multiple animals (n ≥ 6).

### Loss of Pcgf6 does not affect Myc-dependent transcription

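RNA was sequenced from 15 libraries of B-cells purified on CD19 magnetic beads from mice with CD19-Cre: 3 from non-transgenic mice with Pcgf6 (C-WT), 4 from non-transgenic mice with Pcgf6 deleted in B-cells (C-KO), 4 from Eµ-myc mice with Pcgf6 before tumors arose (P-WT) and 4 from such mice with the deletion (P-KO). The authors deposited 1 value for each of 21671 genes in each library, in RPKM (reads per kilobase of transcript, scaled by the mapped reads of the library), from reads aligned to the mouse assembly mm9. Read counts were not used here. The depth was recovered from the steps between low RPKM values, which are whole numbers of reads in 18321 of 18342 genes that could be read (tolerance 0.001 read). The median depth was 22.2 M (mega) mapped reads in C-WT (15.9 to 28.9), 17.2 in C-KO (12.1 to 23.0), 16.1 in P-WT (12.3 to 17.8) and 15.0 in P-KO (5.97 to 20.0). The share of those reads that lay in listed genes had a median of 16.6% in C-WT and 15.4% in C-KO, against 23.2% in P-WT and 21.9% in P-KO. RPKM does not remove this difference. The most abundant gene of each library held between 1.26 and 1.59 reads per base, whatever the depth, so that differences among the most abundant transcripts are read with caution.

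Values were taken as log2(RPKM + 0.5), which understates the fold change of genes expressed near or below 0.5 RPKM. Genes with a mean of at least 0.25 RPKM over the 15 libraries were tested, 11492 in all. The groups were compared with limma, 2-sided, with all 15 libraries in 1 fit, a prior variance that followed the mean and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 with a log2 fold change (log2FC) beyond 0.5 in either direction, the thresholds given for Fig 3B. A set test (camera, with a preset correlation of 0.01 between genes, and again with an estimated one) compared 27 gene lists, fixed before the data were examined, with all other genes. All calls were repeated after rescaling the libraries by their median ratio, which removes a shift common to most genes.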

As assayed by RNA-seq profiling, pre-tumoral Eμ-myc B-cells show characteristic changes in gene expression relative to control non-transgenic B-cells (Sabò et al, 2014). This was confirmed in our cohorts, with separate clustering of control and pre-tumoral samples (respectively C and P, Fig 3A); within each cluster, however, the *Pcgf6*^*+*/*+*^ and *Pcgf6*^*fl/fl*^ genotypes (WT and KO) remained intermingled. 

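The libraries separated by the Eµ-myc transgene in single genes as well as over the whole profile. Myc, expressed from the transgene and from its own locus, measured 7.66 ± 2.65 RPKM in C-WT (n = 3, mean ± SD) and 8.30 ± 2.54 in C-KO (n = 4), against 47.4 ± 7.40 in P-WT and 46.3 ± 3.02 in P-KO (n = 4 each). Uchl1, a ubiquitin hydrolase, measured 0.243 ± 0.108 RPKM in C-WT, 13.2 ± 3.56 in P-WT and 12.1 ± 2.92 in P-KO. By limma, the log2FC of Myc against C-WT was 2.60 in P-WT (adjusted p = 5.99e-07) and 2.57 in P-KO (adjusted p = 1.00e-06).

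Pearson correlations between libraries were computed over the RPKM of the tested genes, which are not independent replicates. They ran from 0.895 to 0.991 (median 0.978) between libraries of the same stage and genotype and from 0.918 to 0.993 (median 0.980) between the genotypes of the same stage. Between C and P libraries they ran from 0.692 to 0.913 (median 0.849). Complete linkage parted all 15 libraries by stage, and the same split arose with average linkage and on the log2 scale. Read as a split by genotype, it matched 8 of 15 libraries. The library nearest to each shared its stage in 15 of 15 cases and its Pcgf6 genotype in 5 of 15.

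**Figure D1:**
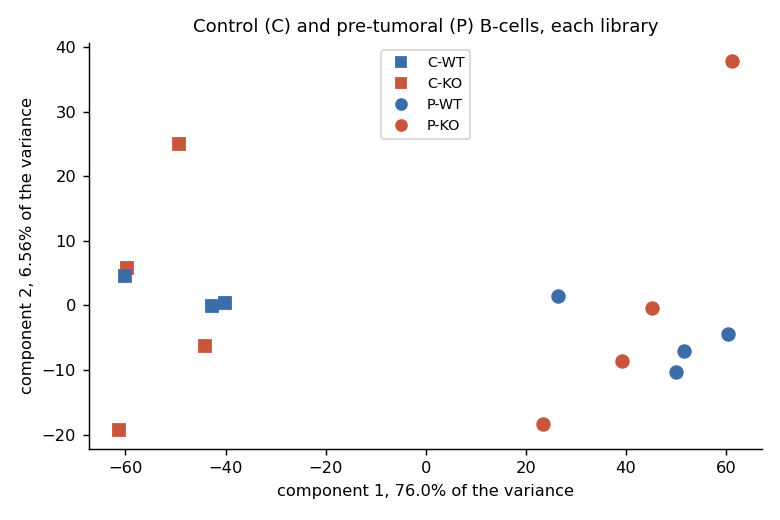
Position of the 15 control and pre-tumoral B-cell libraries on the first and the second principal component of log2(RPKM + 0.5), with the percent of variance of each on its axis; each point is a library. C and P libraries part along the first component (76.0% of the variance), and WT and KO libraries of a stage are mixed along both.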

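Pcgf6, the PRC1.6 subunit deleted here, measured 1.44 ± 0.179 RPKM in C-KO (n = 4) and 1.72 ± 0.113 in C-WT (n = 3, mean ± SD; 2-sided exact permutation p = 0.114, and 0.171 adjusted over 3 stages). In pre-tumoral cells it measured 1.98 ± 0.281 RPKM in P-KO and 3.13 ± 0.223 in P-WT (n = 4 each; exact permutation p = 0.0286, the smallest that 4 against 4 can give, and 0.0857 adjusted). By limma its log2FC was −0.20 at C (adjusted p = 1) and −0.56 at P (adjusted p = 0.27). Exons 2 and 3, which the deletion removes, hold 100 and 97 of the 2159 nucleotides of the annotated transcript with 10 exons, or 9.12% (GENCODE M21, used for lengths alone). Reads on the other exons still count towards the gene, so its RPKM is only a partial check of the labels.

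Tdrkh, a Tudor-domain protein of the germline piRNA pathway, measured 0.847 ± 0.203 RPKM in C-KO against 0.119 ± 0.0665 in C-WT, and 1.72 ± 0.967 in P-KO against 0.181 ± 0.0873 in P-WT. Neto2, an auxiliary subunit of kainate receptors, measured 0.47 ± 0.132 against 0.131 ± 0.0540 at C and 1.23 ± 0.309 against 0.459 ± 0.0680 at P. Ptprs, a receptor tyrosine phosphatase, measured 2.65 ± 0.375 against 0.997 ± 0.0735 at C and 10.3 ± 3.90 against 7.41 ± 1.25 at P. The interferon-inducible gene Ifi204 measured 1.43 ± 0.617 against 0.277 ± 0.114 at C and 0.823 ± 0.485 against 0.367 ± 0.354 at P. Pogk, a gene derived from a pogo-like transposase, measured 1.26 ± 0.156 against 0.633 ± 0.0311 at C and 2.12 ± 0.407 against 1.44 ± 0.238 at P. At C, each of these 5 genes gave an exact permutation p of 0.0286, the smallest that 4 against 3 can give (0.0390 adjusted over 15 tests). At P, that held for Tdrkh and Neto2 (0.0286, adjusted 0.0390), while the exact permutation p was 0.0571 for Pogk, 0.171 for Ptprs and 0.229 for Ifi204. All 5 are listed in Table S4, which was made from these libraries, so their choice is not independent of them.

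Over all 11492 genes, limma called 0 genes between C-KO and C-WT, where 137 had an unadjusted p under 0.05 and the smallest adjusted p was 1; limma-voom on the recovered reads also called 0. Between P-KO and P-WT, limma called 0 genes, 303 had an unadjusted p under 0.05, and limma-voom called 1, Neto2. Tdrkh (log2FC 1.57 ± 0.29, SE) and Neto2 (0.83 ± 0.14) had the smallest limma adjusted p there, 0.244. Leaving out P-KO-2, which also enters the shared estimate of the spread, gave 2 calls at C (Ptprs, Tdrkh) and 2 at P (Neto2, Tdrkh), and leaving out P-KO-1 gave 1 call at P (Pvrl2, an adhesion receptor, named after its value was seen).

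Among the gene lists, germline and meiosis genes, which PRC1.6 is known to repress, lay above the other genes at C, with 5 of 6 above 0 (camera adjusted p = 1.13e-09, and 0.00982 with an estimated correlation). At P, 4 of 6 lay above 0 (camera adjusted p = 3.72e-04, and 0.241 with an estimated correlation). Adjusted over the list alone, 1 germline gene was called at C (Tdrkh) and 2 at P (Syce2, Tdrkh), both of which had been seen in Table S4. Interferon-response genes lay above the other genes at C (23 of 28 above 0, median log2FC 0.08; camera adjusted p = 5.89e-06, and 0.992 with an estimated correlation) and at P (20 of 28; camera adjusted p = 3.72e-04, and 0.791 with an estimated correlation). Plasma-cell markers lay below them at C, with 0 of 10 above 0 and a median of −0.34 (camera adjusted p = 9.59e-04, and 0.992 with an estimated correlation).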

At either the C or P stage, calling for differentially expressed genes (DEGs) between the WT and KO samples yielded virtually no changes (Table S4A–C). Taking WT B-cells as a common control, similar numbers of DEGs were called in WT and KO pre-tumoral samples, with a large overlap between the two genotypes (Fig 3B–D and Table S4D and E). Similarly, RNA-seq profiling of tumor samples (T) yielded high correlation indices among all tumors with no clustering according to Pcgf6 status (Fig S3A), similar transcriptional changes in the KO and WT tumors relative to control B-cells (Fig S3B) and very few DEGs (84 up and 81 down) in KO relative to WT tumors (Table S4F and Fig S3C). 

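Pre-tumoral B-cells of both genotypes expressed more of the genes for ribosome building, nucleotide synthesis and cell division, and less of several genes of mature B-cells, than control cells did. Nolc1, a nucleolar protein of ribosome biogenesis, rose from 3.08 ± 0.898 RPKM in C-WT (n = 3, mean ± SD) to 18.3 ± 3.36 in P-WT and 15.8 ± 2.60 in P-KO (n = 4 each). Uck2, a uridine-cytidine kinase, rose from 1.47 ± 0.313 to 21.6 ± 5.70 and 20.1 ± 5.68, and Ccnb1, a mitotic cyclin, from 1.19 ± 0.711 to 18.8 ± 5.84 and 20.2 ± 11.8. Rag1, the recombinase of developing lymphocytes, rose from 0.314 ± 0.191 to 11.0 ± 2.80 and 10.6 ± 1.85. The complement receptor Cr2 fell from 22.5 ± 4.72 to 4.12 ± 0.962 and 2.90 ± 1.46, and the IgE receptor Fcer2a (CD23) from 26.8 ± 1.46 to 5.51 ± 0.864 and 6.25 ± 3.99. The log2FC of these 6 genes in P-WT were 2.40, 3.47, 3.56, 3.82, −2.32 and −2.19, with limma adjusted p of at most 4.80e-04, and in P-KO 2.20, 3.36, 3.56, 3.79, −2.86 and −2.31, with limma adjusted p of at most 3.77e-04.

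In P-WT against C-WT, 30 of 30 ribosome biogenesis genes, 28 of 28 genes of nucleotide and one-carbon synthesis, 32 of 35 cell cycle genes and 11 of 12 B-cell precursor markers rose (29, 28, 32 and 10 after median-ratio rescaling). Ccnd2, a D-type cyclin, fell. The camera adjusted p were 6.56e-10, 5.37e-11, 4.92e-10 and 0.00142, and each was 0.374 with an estimated correlation. Of the mature B-cell markers, 9 of 16 fell and 0 rose, and of the T-cell markers 7 of 14 fell and 0 rose (15 and 9 lower after median-ratio rescaling; camera adjusted p = 9.20e-09 and 1.48e-05, and 0.368 for both with an estimated correlation). Btla, Cd180 and Tlr9 of the mature list had been seen in Table S4. Neutrophil markers moved with the stage as well: 6 of 7 rose, among them S100a8, from 1.28 ± 0.787 to 13.5 ± 4.77 RPKM (limma adjusted p = 3.13e-04; camera adjusted p = 0.145). Adjusted over the list alone, these counts were the same. In P-KO against C-WT, the counts were 29, 28, 32 and 11 higher, 9 of 16 and 9 of 14 lower (14 and 10 after median-ratio rescaling), and 5 of 7 neutrophil markers higher (30 ribosome biogenesis genes and 6 neutrophil markers adjusted over the list alone).

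**Figure D2:**
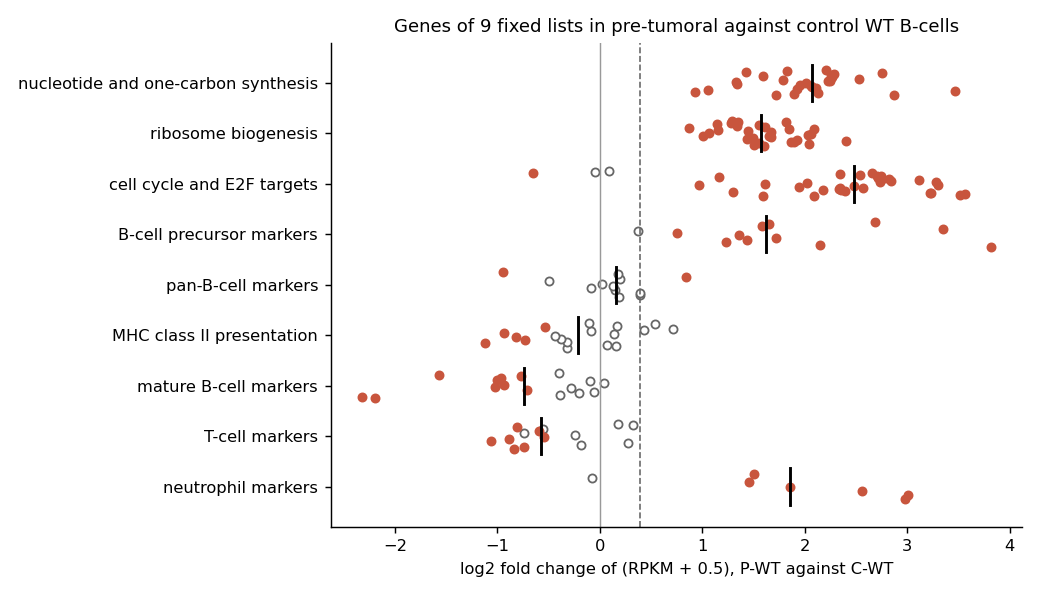
log2FC of the genes of 9 lists in P-WT (n = 4) against C-WT (n = 3); each dot is a gene, filled where called and open where not, the black bar is the median of the list, and the dashed line is the median of all genes, 0.39. All 30 ribosome biogenesis genes lie above 0, and 9 of 16 mature B-cell markers are called lower.

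Over all genes, 5639 were called in P-WT against C-WT (4834 higher, 805 lower) and 5263 in P-KO against C-WT (4402 higher, 861 lower). The share of higher genes, 85.7% and 83.6%, was 56.7% (2687 higher, 2055 lower) and 56.0% (2627 higher, 2066 lower) after median-ratio rescaling. That rescaling removes a median shift of all genes by 0.39 in P-WT and 0.33 in P-KO on the log2 scale.

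The comparisons had 4895 called genes in common, 4190 higher and 705 lower, with 0 in opposite directions. Independent lists of these sizes would share 1852 and 60.3. A further 744 genes were called in P-WT and 368 in P-KO. Across genes, the log2FC of both comparisons correlated with r = 0.974 (rho = 0.969) and a covariance of 0.569. As both used the same 3 C-WT libraries, unchanged groups were simulated against them 50 times, which gave r = 0.574, a covariance of 0.0315 and 0 shared calls. The 3 C-WT libraries are too few to split. With C-KO as the control of P-KO instead, an alternative chosen after seeing the data, the comparisons share no library. There r was 0.957, with 5051 shared calls and 0 in opposite directions. This argues against the shared controls as the main source of the agreement, though they may add a part.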

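The tumor RNA came from 11 lymphomas, 5 with Pcgf6 (T-WT) and 6 with the deletion (T-KO), taken as the bulk cells of infiltrated lymph nodes with no selection of B-cells. The deposited RPKM were made as for the B-cell libraries. The recovered depth was lower in T-KO, with a median of 8.24 M (mega) mapped reads (5.57 to 16.0), than in T-WT, with 18.4 M (8.56 to 22.1). Listed genes held 22.3% of the reads in T-KO (median, 20.7 to 27.6) and 17.9% in T-WT (14.7 to 25.6). The most abundant gene held 1.29 to 1.58 reads per base in T-KO libraries and 1.48 to 1.53 in T-WT libraries. As T-KO was shallower, its RPKM of the most abundant transcripts can be higher for that reason, so these are read with caution. The genotypes were compared in 1 limma fit of the 11 tumor libraries, over 11936 genes with a mean of at least 0.25 RPKM, and the tumors were compared with C-WT in a fit of 14 libraries over 11942 genes. Scale, thresholds and 2-sided tests were those of the B-cell comparisons. In simulations from these values, 46.4% of genes changed by 1 on the log2 scale and 92.8% of those changed by 2 were called between T-KO and T-WT, so that many smaller changes were not detectable. These simulations changed many genes at once, which eases the adjustment, so the shares can be lower where few genes change.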

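The genes called between the genotypes were all higher in T-KO. Camkv, a kinase-like protein of neurons, measured 12.0 ± 5.70 RPKM in T-KO (n = 6, mean ± SD) and 0.803 ± 0.658 in T-WT (n = 5; log2FC 3.25, limma adjusted p = 0.0054). Trio, a guanine nucleotide exchange factor for Rho GTPases, measured 5.59 ± 1.22 against 0.629 ± 0.656 (2.56, limma adjusted p = 0.0034). Tdrkh measured 3.02 ± 1.66 against 0.191 ± 0.163 (2.26, limma adjusted p = 0.0037), and Syce2, a component of the synaptonemal complex of meiosis, 6.26 ± 1.81 against 1.51 ± 0.717 (1.77, limma adjusted p = 0.0094). Vegfa, the angiogenic growth factor, measured 4.78 ± 1.16 against 1.22 ± 0.739 (1.69). Neto2 measured 1.71 ± 0.680 against 0.194 ± 0.120, Ptprs 21.8 ± 6.59 against 6.09 ± 1.89 and Pogk 3.00 ± 0.474 against 0.790 ± 0.144, with exact permutation p of 0.00433, 0.00433 and 0.00216 (adjusted over 15 tests, 0.0216 each). Neto2, Ptprs and Pogk were taken from Table S4, so their choice is not independent of these libraries.

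In all, limma called 17 of 11936 genes, 17 higher and 0 lower, and 1782 had an unadjusted p under 0.05. The other 9 are Ccdc85c, Nav2, Klhl22, Mapk12, Tnrc18, Znrf1, Hook1, Ptpdc1 and Pcbp3. Median-ratio rescaling, which removes a median shift of all genes by 0.20, left 10 calls, again all higher, and limma-voom gave 9. With all 26 libraries in 1 fit, the genes called T-KO vs T-WT numbered 901, 828 higher and 73 lower, among them 81 of the 84 higher and 51 of the 81 lower genes of Table S4F. That fit shares 1 estimate of the spread between tumors and sorted B-cells, which vary less (median r of RPKM within stage and genotype 0.978, against 0.929 in tumors). Its p-values for tumors can therefore be too small. Leaving out T-WT-1 gave 7 calls and leaving out T-KO-1 gave 37; without T-KO-2 or T-KO-4 there were 11. Without T-WT-1 and T-WT-4, the libraries lowest in the B-cell gene Cd19 (7.31 and 9.61 RPKM, against 28.3 to 56.4 in the others), an alternative chosen after seeing the data, 7 genes were called, 5 of them among the 17 (Hook1, Klhl22, Pogk, Tdrkh, Trio).

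The tested germline and meiosis genes lay above the other genes, with 5 of 5 above 0 and 2 called, Tdrkh and Syce2 (2 adjusted over the list alone, camera adjusted p = 0.00216, and 0.407 with an estimated correlation). Both had been seen in Table S4, and most members of the list were again not tested. Of 30 ribosome biogenesis genes, 30 lay above 0, with a median log2FC of 0.47 and 0 called (camera adjusted p = 0.00216, and 0.846 with an estimated correlation). Pearson correlations of RPKM across genes were 0.848 to 0.971 (median 0.929) between tumors of the same genotype and 0.843 to 0.981 (median 0.923) between genotypes. Splitting the tumors by complete linkage set T-KO-5 and T-KO-6 apart and matched the genotype in 7 of 11 libraries, and the nearest tumor had the same genotype in 6 of 11. Unlike in the B-cells, the split depended on the method. Average linkage, and either linkage on the log2 scale, set T-WT-1 and T-WT-4 apart instead and matched 8 of 11. On the log2 scale the nearest tumor had the same genotype in 7 of 11.

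**Figure D3:**
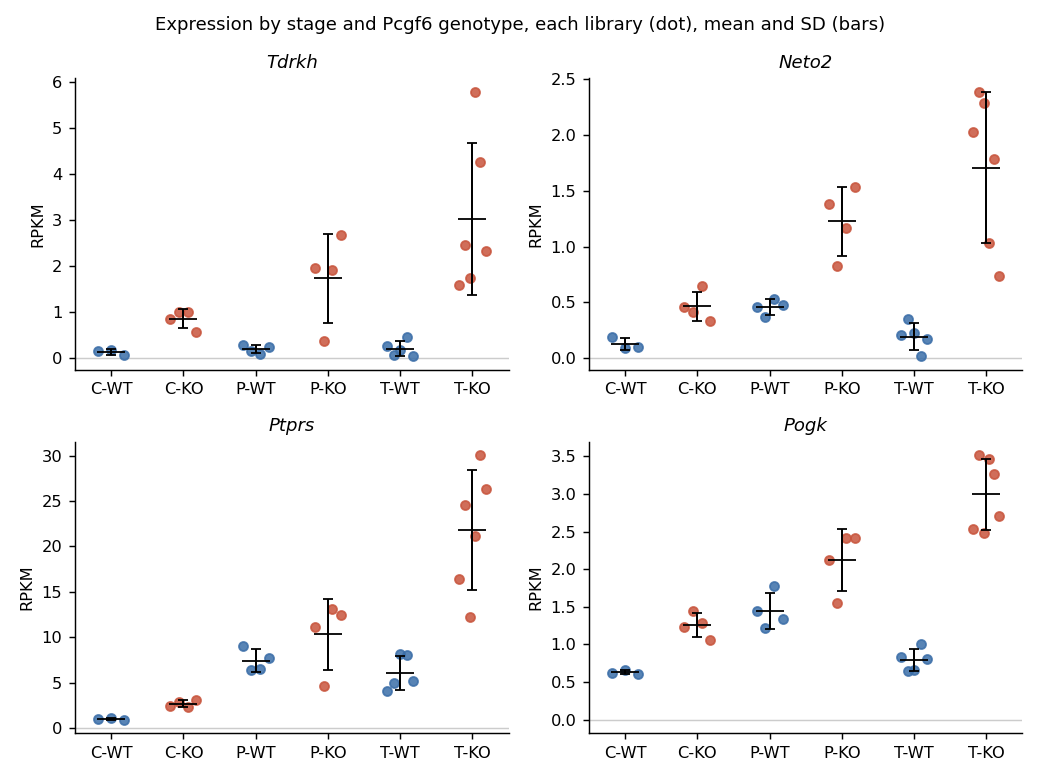
RPKM of Tdrkh, Neto2, Ptprs and Pogk in each library of the 6 groups; each dot is a library and each bar the mean of its group with its SD. In tumors, every T-KO library lies above every T-WT library for Tdrkh (mean 3.02 against 0.191 RPKM), Neto2, Ptprs and Pogk.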

Most noteworthy here, whereas Pcgf6 was not called as DEG in this comparison, the RNA-seq profiles confirmed the complete absence of Pcgf6 exons 2 and 3 in KO tumors (Fig S3D). 

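Pcgf6 measured 2.93 ± 0.812 RPKM in T-KO (n = 6, mean ± SD, 2.09 to 4.28) and 3.16 ± 0.827 in T-WT (n = 5, 2.19 to 4.12). The 2-sided exact permutation p was 0.656, and 0.656 adjusted over 3 stages, and limma gave a log2FC of −0.09 (adjusted p = 0.86). Both tumor groups lay above the 1.65 to 1.85 RPKM of C-WT, T-WT by a log2FC of 0.69 (limma adjusted p = 0.035) and T-KO by 0.60 (limma adjusted p = 0.043), which were 0.46 and 0.15 and not called after median-ratio rescaling. The deposited table holds 1 value per gene, with no value per exon or reading of the reads over exons 2 and 3, so it cannot show their loss. Mga, the scaffold of PRC1.6, measured 9.91 ± 1.91 RPKM in T-KO and 5.72 ± 1.47 in T-WT (limma adjusted p = 0.21), and E2f6, its subunit of the E2F family, 5.23 ± 2.08 against 1.96 ± 0.502 (limma adjusted p = 0.18). Of 14 PRC1.6 subunits, 0 were called over all genes, and 2 were called higher adjusted over the list alone, Mga and E2f6, both listed as higher in Table S4F (limma camera adjusted p = 0.283).

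**Figure D4:**
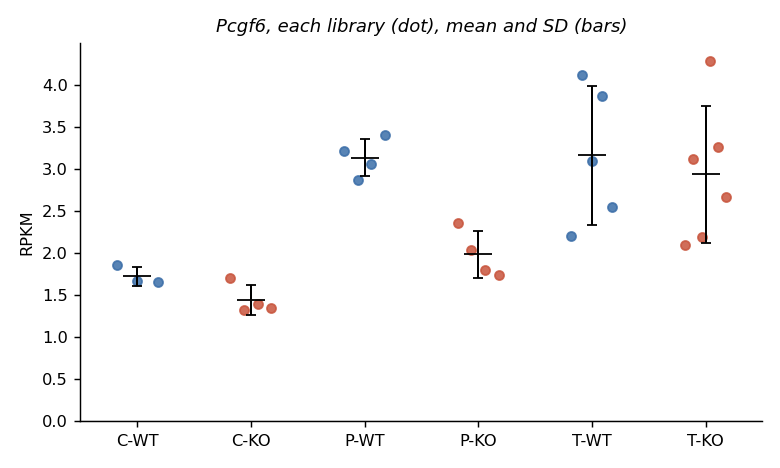
RPKM of Pcgf6 in each library of the 6 groups; each dot is a library and each bar the mean of its group with its SD. P-KO lies at 1.74 to 2.36 RPKM, below the 2.87 to 3.39 of P-WT, while T-KO (2.09 to 4.28) and T-WT (2.19 to 4.12) overlap.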

In conclusion, Pcgf6 impacted neither on steady-state gene expression profiles, nor on Myc-dependent responses during B-cell lymphomagenesis.

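The response to the transgene was set against the loss of Pcgf6 by testing, gene by gene, whether the change from C to P differed between KO and WT cells. Of 11492 genes, limma called 0 for this interaction, 108 had an unadjusted p under 0.05, and the smallest adjusted p was 1.00. In this difference, neutrophil markers lay below the other genes (camera adjusted p = 0.0187) and T-cell and erythroid markers above them (0.0221 for both), and the adjusted p of each was 0.987 with an estimated correlation. Between tumors and control B-cells, a test added after seeing the data called 4 of 11811 genes for the interaction: Camkv, Trio, Nav2, a protein of neuronal outgrowth, and Hook1, a microtubule adaptor, each with a larger difference between the genotypes in tumors. No call remained of these 4 after median-ratio rescaling. The test came from the fit of all 26 libraries, where the sorted B-cells can lower the estimated spread of the tumors. Across genes, the difference between KO and WT correlated with r = 0.0996 between C and P, 0.108 between C and T and −0.104 between P and T, and 60, 42 and 56 of 100 random splits of the libraries gave an r as far from 0. In simulated data, 70.7% of genes changed by 1 on the log2 scale were called between C-KO and C-WT and 81.4% between P-KO and P-WT, and 95.8% and 99.0% of those changed by 2. The simulations changed many genes at once (99 by 1 and 95 by 2 at C, 97 and 99 at P), which eases the Benjamini-Hochberg adjustment. With few changed genes the shares can be lower: Tdrkh, with a log2FC of 1.57 at P, had a limma adjusted p of 0.244. So 0 calls do not show that changes of this size are absent. From the mixed clustering, the few called genes and the shared response of both genotypes, the paper concludes that Pcgf6 impacted neither the expression profiles nor the Myc-dependent responses in these cells.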

**Figure 3.**
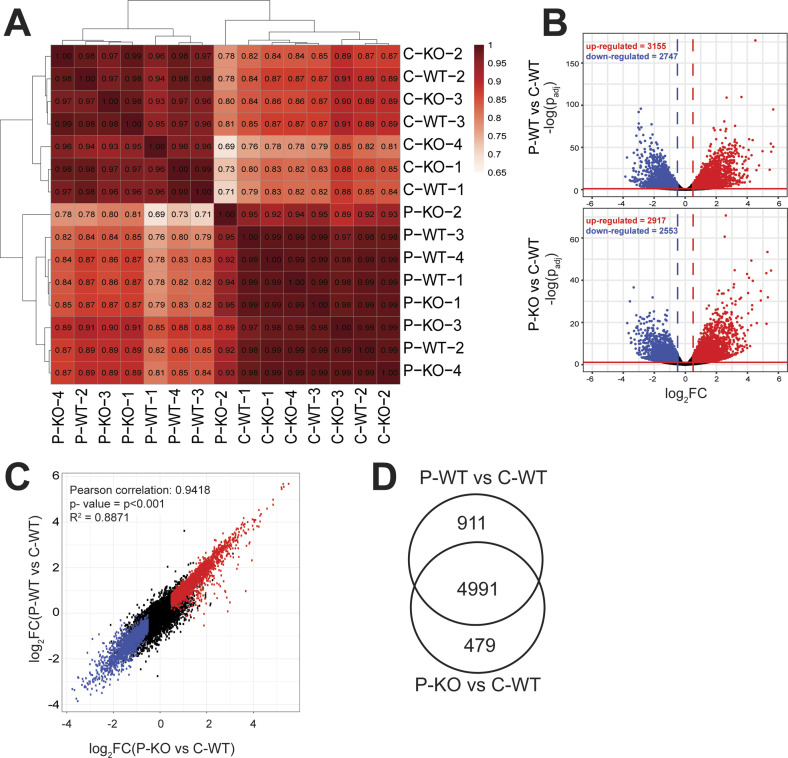
Pcgf6 loss does not affect Myc-dependent transcription. RNA-seq profiles were generated from control (non-transgenic) and pre-tumoral Eµ-*myc* B-cells (labeled C and P, respectively) with either *Pcgf6*^*+/+*^ (WT) or *Pcgf6*^Δ*/*Δ^ (KO) genotypes. All samples are indicated by the stage (C or P) followed by the Pcgf6 genotype (WT or KO) and the sample number. For C-WT, n = 3; C-KO, P-WT, and P-KO, n = 4. **(A)** Pairwise Pearson correlation between all samples, based on their RNA-seq profiles. **(B)** Volcano plots showing the differentially expressed genes (DEGs) called in P-WT (top) or P-KO (bottom) with C-WT as a common control. The horizontal and vertical lines within the plots mark the statistical criteria used for calling DEGs, indicating the thresholds for significance (*P*_adj_ < 0.05) and fold change (|log_2_FC > 0.5|). Up- and down-regulated DEGs are shown in red and blue, respectively, and their numbers indicated at the top. All DEGs are listed in Table S4. **(B, C)** Comparison of the DEGs called in P-WT (Y-axis) and P-KO (X-axis), as defined in (B). The DEGs are colored based on the call in the x-axis. R^2^ = 0.8871 represents the coefficient of determination. **(D)** Venn diagram showing the overlap in DEGs called in P-WT and P-KO.

Table S4 Differentially Expressed Genes called in this work.

**Figure S3.**
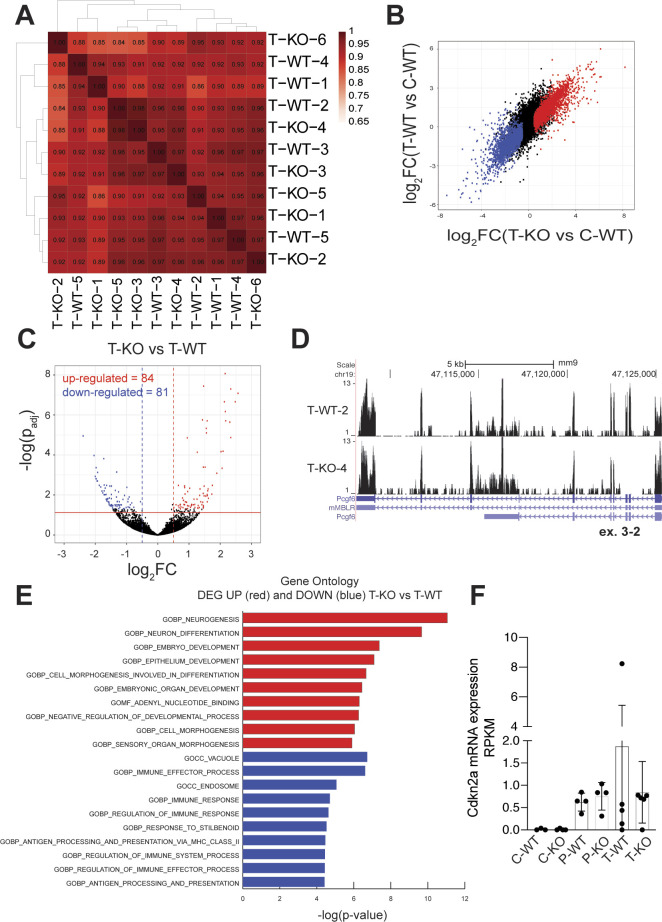
Pcgf6 loss does not affect Myc-dependent transcription. RNA-seq profiles were generated from tumor (T) samples of either *Pcgf6* genotype (WT and KO). **(A)** Pearson correlation between tumor samples, based on their RNA-seq profiles. **(B)** Comparison of the differentially expressed genes (DEGs) called in T-WT (Y-axis) and T-KO (X-axis), both relative to C-WT (*P*_adj_ < 0.05 and |log_2_FC > 0.5|). The DEGs are colored based on the call in the X-axis. **(C)** Same as Fig 3B, showing the DEGs called between the T-KO and T-WT samples. **(D)** Representative RNA-seq profiles at the *Pcgf6* locus (UCSC Genome Browser) for the indicated WT and KO tumor samples. Note the absence of reads in the targeted exon 2–3 region in the KO sample. **(D, E)** Gene Ontology analysis (category C5) of the DEGs called in panel (D); GOBP, Gene Ontology Biological Processes; GOMF, Gene Ontology Molecular Function; GOCC, Gene Ontology Cellular Component. **(F)** *Cdkn2a* mRNA levels, as measured by RNA-seq, normalized to the C-WT samples. The data show means and s.d.; n ≥ 3.

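Lymphomas of both genotypes expressed more growth genes and less of several mature B-cell genes than control B-cells. The tumors are unselected cells of lymph nodes while C-WT are B-cells purified on CD19 beads, so the share of B-cells can differ as well as their expression. Cd19 measured 25.2 ± 15.5 RPKM in T-WT (7.31 in T-WT-1 and 9.61 in T-WT-4) and 41.9 ± 10.8 in T-KO, against 40.2 ± 6.18 in C-WT. Cr2 fell to 0.500 ± 0.418 RPKM in T-WT (n = 5, mean ± SD) and 0.450 ± 0.306 in T-KO (n = 6), with log2FC against C-WT (n = 3) of −4.59 and −4.64. Fcer2a fell by 4.81 and 4.35 on the log2 scale. Nfkb2, a subunit of NF-kappaB, fell from 15.6 ± 1.11 RPKM to 2.26 ± 0.739 and 2.66 ± 1.26. Myc rose to 48.3 ± 21.6 RPKM in T-WT and 74.7 ± 24.9 in T-KO (log2FC 2.52 and 3.19), Uck2 by 3.31 and 3.91, and Nolc1 by 2.37 and 3.07. Apart from Cd19, the limma adjusted p of these genes were at most 2.53e-04.

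Against C-WT, 29 of 30 ribosome biogenesis genes rose in T-WT and 30 in T-KO, as did 30 and 32 of 35 cell cycle genes. The camera adjusted p were 3.34e-11 and 1.20e-12 in T-WT, and 0.570 for both with an estimated correlation. In T-KO they were 2.97e-11 and 3.19e-11, and 0.366 with an estimated correlation. Adjusted over the list alone, the counts in T-WT were 30 and 32, and those in T-KO were the same. Of 16 mature B-cell markers, 9 fell in T-WT and 12 in T-KO (15 and 13 adjusted over the list alone; 15 and 16 after median-ratio rescaling). Their camera adjusted p were 1.14e-11 and 5.94e-15, and 0.0847 and 0.0310 with an estimated correlation. Of 12 pan-B markers, 2 fell in T-WT and 4 in T-KO (7 and 6 after median-ratio rescaling), with camera adjusted p of 0.00142 and 0.00234, and 0.591 and 0.480 with an estimated correlation. Neutrophil markers rose, 8 of 12 in T-WT and 11 of 12 in T-KO (11 and 12 adjusted over the list alone), and S100a8, a calcium-binding protein of neutrophils, reached 56.2 ± 42.8 and 82.2 ± 41.5 RPKM. Their camera adjusted p were 9.36e-04 and 4.12e-04, and 0.629 and 0.483 with an estimated correlation. Interferon-response genes fell more often than they rose, 12 against 1 in T-WT and 9 against 2 in T-KO, of 30 (14 against 1 and 9 against 2 adjusted over the list alone; 15 against 1 and 16 against 0 after median-ratio rescaling). Their camera adjusted p were 5.57e-07 and 4.17e-08, and 0.570 and 0.366 with an estimated correlation.

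In all, 3559 of 11942 genes were called in T-WT (2491 higher, 1068 lower) and 5129 in T-KO (4188 higher, 941 lower). After median-ratio rescaling, which removes median shifts of 0.23 and 0.42, the splits were 2263 higher and 2118 lower in T-WT and 2552 and 2206 in T-KO. The number of genes called T-WT vs C-WT was 1982 without C-WT-1 and 2363 without C-WT-3. The comparisons shared 3097 called genes (2361 higher, 736 lower; 874 and 84.2 for independent lists of these sizes), and 1 was called in opposite directions. A further 462 genes were called in T-WT and 2032 in T-KO. Across genes, r was 0.909 (rho = 0.889) with a covariance of 0.706, against 0.648 and 0.0773, with 0.02 shared calls, for unchanged groups simulated against the shared C-WT libraries. With C-KO as the control of T-KO, where no library is shared, r was 0.905, with 3599 shared calls and 1 in opposite directions. This argues against the shared controls as the main source of the agreement, though they may add a part.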

Although few DEGs were called between Pcgf6 KO and WT tumors (Fig S3C), these genes might still be relevant to the more aggressive phenotype of the mutant tumors. Gene Ontology analysis of these DEGs (Fig S3E) pointed out several functional categories, among which we noted several immune-related processes among the down-regulated genes. 

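Genes of MHC class II presentation lay below the other genes in T-KO against T-WT, although no single member was called over all genes (camera adjusted p = 1.99e-08, and 0.407 with an estimated correlation). H2-DMa, a chaperone of peptide loading on MHC class II, measured 5.09 ± 1.44 RPKM in T-KO (n = 6, mean ± SD) and 11.5 ± 2.76 in T-WT (n = 5; log2FC −1.11, limma adjusted p = 0.12). Ctsh, a lysosomal cathepsin, measured 7.83 ± 3.89 against 18.0 ± 8.58 (−1.14, limma adjusted p = 0.25). Cd74, the invariant chain, measured 63.6 ± 23.5 against 60.9 ± 22.5 (0.03), and H2-Aa 22.1 ± 7.71 against 22.9 ± 5.51 (−0.09). The abundant Cd74 was highest in shallow libraries, with 93.7 RPKM in T-KO-6 (5.57 M mapped reads) and 96.8 in T-WT-3 (8.56 M). It was lowest in deep ones of each genotype, 29.2 in T-KO-4 (16.0 M) and 42.2 in T-WT-2 (22.1 M). As T-KO was shallower, its means do not show that Cd74 was unchanged. Of 18 genes in the list, 4 lay above 0, with a median of −0.24, and 1, H2-DMa, was called lower adjusted over the list alone. H2-DMa, H2-DMb1 and Ctsh had been seen in Table S4 as lower, so the list is not independent of the authors' calls on these tumors.

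Mature B-cell markers went both ways, with 7 of 16 above 0, log2FC from −1.13 to 0.93 and a median of −0.05, but lay below the other genes as a list, with 0 called over all genes, 2 lower adjusted over the list alone (Btla, Cd180) and a camera adjusted p of 0.00216 (0.407 with an estimated correlation). Btla, an inhibitory receptor of lymphocytes, measured 6.46 ± 2.45 RPKM against 14.3 ± 3.93, Cd180, a Toll-like receptor homolog of B-cells, 4.26 ± 1.00 against 10.3 ± 5.18, and Tlr9, a sensor of unmethylated DNA, 2.46 ± 0.416 against 5.68 ± 3.67. All 3 had been seen in Table S4. MHC class I genes had 10 of 17 above 0 and 0 called (limma camera adjusted p = 0.494), and interferon-response genes 22 of 30 above 0 and 0 called (1 lower adjusted over the list alone, Samd9l, also listed in Table S4F; camera adjusted p = 0.278). The same limma fit called 0 lower genes over all 11936 tested, and limma-voom also called 0. With all 26 libraries in 1 fit, 73 of the genes called T-KO vs T-WT were lower, 51 of them in Table S4F, and of the lower genes of that table 3 were called without T-WT-2, 1 without T-WT-4 and 1 without T-WT-5. The fit of all 26 shares its estimate of the spread with sorted B-cells, so its p-values for tumors can be too small. For the lower genes of Table S4F, 78 of 81 were tested, 78 had the same sign and 68 had an unadjusted p under 0.05. They were called on these same tumors, so their signs are not independent of the paper's calls. Some were highest in T-WT-1 and T-WT-4, the tumors lowest in Cd19. F2rl3 held 4.84 and 5.34 RPKM there (0.224 to 1.39 in other T-WT) and Trpm5 1.85 and 1.58 (0.0648 to 0.143). Others were not, such as Lphn2 (1.41 and 3.10, against 0.0551 to 2.67). The share of B-cells as a cause was not tested for the lower genes.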

Whether these reflect true differences in gene expression in Pcgf6 KO versus WT tumor cells or differential infiltration by the host’s immune system (e.g., antigen presenting cells, dendritic cells, macrophages, B-, or T-lymphocytes) remains to be determined; nonetheless, these observations suggest that one possible mechanism by which Pcgf6 suppresses lymphomagenesis may be through modulation of anti-tumoral immune responses.

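Markers of the infiltrating cell types named in the paper were measured in each tumor, where the bulk tissue was sequenced. Markers of neutrophils and NK cells, which the paper does not name there, were added. C1qa, a complement gene of macrophages, measured 4.34 ± 2.58 RPKM in T-KO (n = 6, mean ± SD) and 10.5 ± 16.2 in T-WT (n = 5), and 39.1 in T-WT-1 alone. Cd3e, of the T-cell receptor complex, measured 2.44 ± 2.62 against 1.15 ± 0.609, with 7.00 in T-KO-6. Siglech, of plasmacytoid dendritic cells, measured 1.27 ± 0.914 against 6.64 ± 7.81. S100a8, of neutrophils, lay between 19.7 and 143 RPKM in the tumors, highest in T-KO-6, the shallowest library (5.57 M mapped reads). The B-cell receptor gene Cd79a measured 51.0 ± 10.8 against 37.3 ± 25.2, and was lowest in T-WT-1 (10.0) and T-WT-4 (17.1). None of these genes passed the limma test between the genotypes, with adjusted p from 0.38 (Siglech) to 0.82 (C1qa) for the markers of other cells and 0.40 for Cd79a; limma-voom called 0 of them.

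Of the lists, macrophage and monocyte markers had 8 of 14 above 0 (limma camera adjusted p = 0.166), T-cell markers 9 of 16 (0.324), pan-B markers 8 of 12 (0.750) and neutrophil markers 12 of 12 (0.118), each with 0 called over all genes. The direction by camera was down for the macrophage, T-cell and pan-B lists although their medians, 0.02, 0.14 and 0.31, were above 0; the median of all genes, 0.20, lay above those of the macrophage and T-cell lists and below that of the pan-B list. Dendritic-cell markers had 3 of 8 above 0 (camera adjusted p = 0.0436, and 0.846 with an estimated correlation) and NK-cell markers 2 of 9 (0.00272, and 0.407 with an estimated correlation), where Sh2d1b1, which had been seen in Table S4, was called lower adjusted over the list alone. Lck, a kinase of T-cell receptor signalling, and Zap70 were called higher adjusted over the T-cell list alone, with 8.62 ± 5.07 against 3.25 ± 1.57 RPKM and 2.84 ± 1.37 against 1.16 ± 0.701. B-cell precursor markers had 12 of 12 above 0 and 3 called higher adjusted over the list alone (Lef1, Myb, Sox4, of which Lef1 and Sox4 are listed as higher in Table S4F; limma camera adjusted p = 0.0859). From the immune categories among the lower genes, and leaving open whether tumor cells or infiltrating cells account for them, the paper proposes that Pcgf6 may suppress lymphomagenesis in part by modulating the immune response to the tumor.

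**Figure D5:**
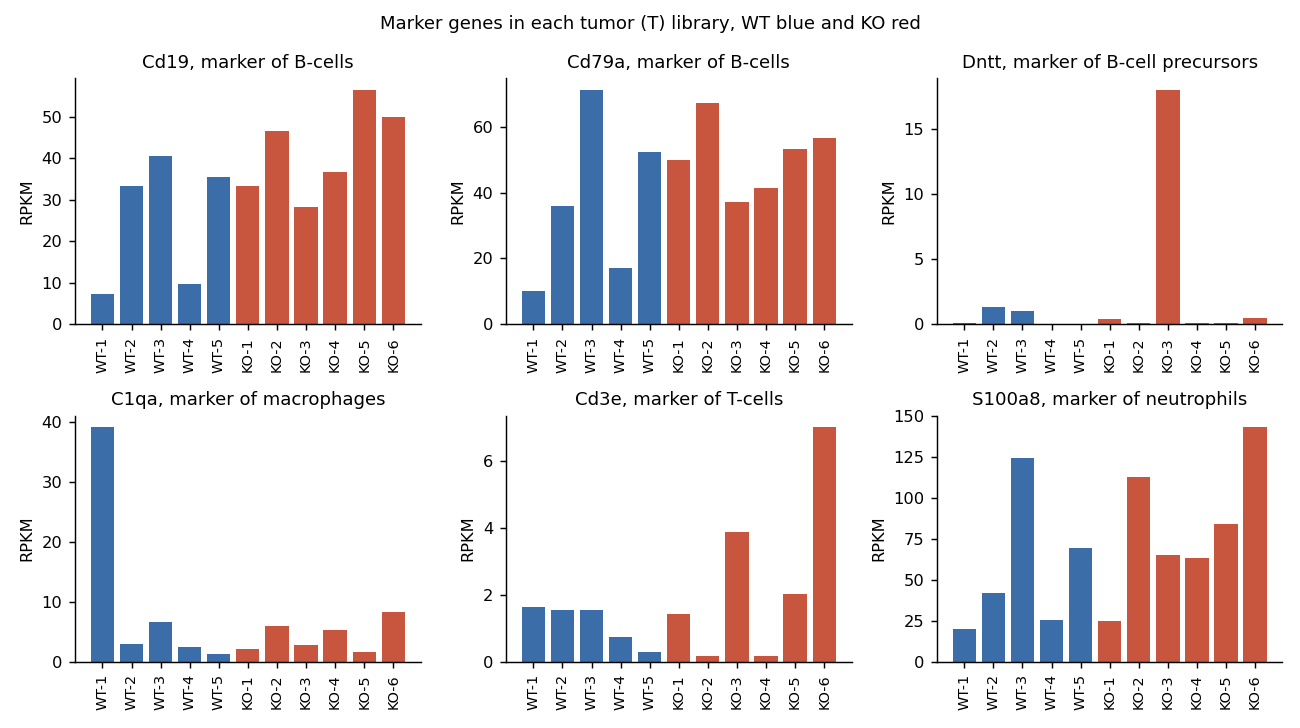
RPKM of Cd19, Cd79a, Dntt, C1qa, Cd3e and S100a8 in each of the 11 tumor libraries; each bar is a library. T-WT-1 and T-WT-4 are lowest in Cd19 (7.31 and 9.61 RPKM), T-WT-1 is highest in C1qa (39.1) and T-KO-3 in Dntt (18.0).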

Most noteworthy here, the action of Pcgf6 in Myc-induced lymphoma is opposite to that of Pcgf4 (or Bmi1), a component of the canonical PRC1 complex (Scelfo et al, 2015) that has pro-tumoral activity in Eµ-*myc* mice, mediated by repression of the tumor suppressor locus *Cdkn2a* (or *Ink4*/*Arf*) (Jacobs et al, 1999). Pcgf6 was also reported to antagonize the function of another canonical PRC1 subunit, Pcgf2, in anterior-posterior (A-P) specification during embryogenesis (Endoh et al, 2017). By analogy, the tumor suppressor activity or Pcgf6 might have been mediated by suppression of canonical PRC1 activity. However, our RNA-seq data did not support this hypothesis: *Cdkn2a* was expressed at very low levels in control B-cells and was de-repressed in pre-tumoral Eµ-*myc* B-cells, as previously described (Eischen et al, 1999), but loss of Pcgf6 did not reverse this effect (Fig S3F). Together with its limited impact on global expression profiles, these observations suggest that Pcgf6 does not function as an antagonist of canonical PRC1 during lymphomagenesis.

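Cdkn2a, which encodes the tumor suppressors Ink4a and Arf, measured 0.0132 ± 0.0229 RPKM in C-WT (n = 3, mean ± SD) and 0.00958 ± 0.0192 in C-KO (n = 4), with 1 library of each group above 0. In pre-tumoral cells it measured 0.624 ± 0.20 in P-WT and 0.753 ± 0.310 in P-KO (n = 4 each), and every P library lay above every C library. By limma, Cdkn2a rose in P-WT (log2FC 1.11, adjusted p = 1.50e-04) and in P-KO (1.25, adjusted p = 6.96e-05) against C-WT. These folds depend on the 0.5 added to each value, as the controls lie near 0. P-KO and P-WT did not differ by limma (log2FC 0.14, adjusted p = 1.00), nor in a 2-sided exact permutation test (p = 0.514, and 0.686 adjusted over 8 comparisons of the gene). The exact permutation p was 0.0571 for P-WT against C-WT and 0.0286 for P-KO against C-KO, the latter the smallest that 4 against 4 can give, with an adjusted p of 0.152 for both. In tumors it measured 1.88 ± 3.56 in T-WT (n = 5), where T-WT-3 held 8.23 RPKM and the others at most 0.574, and 0.845 ± 0.690 in T-KO (n = 6; exact permutation p = 0.816).

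**Figure D6:**
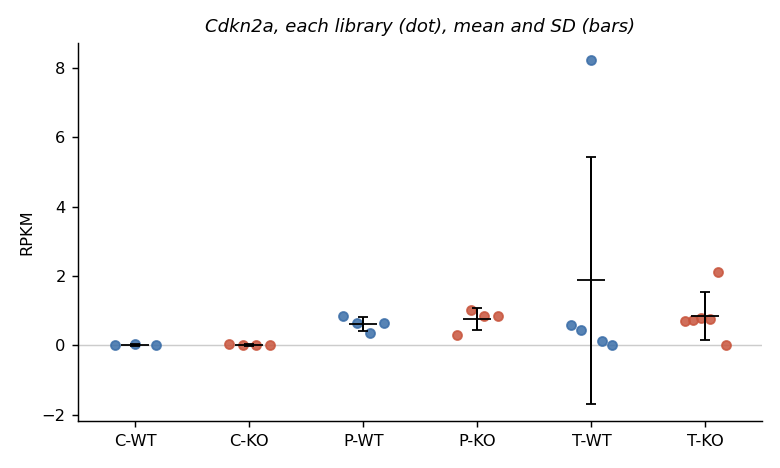
RPKM of Cdkn2a in each library of the 6 groups; each dot is a library and each bar the mean of its group with its SD. The means are 0.0132 in C-WT, 0.624 in P-WT and 0.753 in P-KO, and T-WT-3 lies at 8.23 RPKM.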

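Genes of canonical PRC1 and PRC2 changed with the transgene in both directions. Cbx2, a chromodomain subunit of canonical PRC1, rose from 0.492 ± 0.151 RPKM in C-WT (n = 3, mean ± SD) to 5.36 ± 1.26 in P-WT (n = 4), and Ezh2, the methyltransferase of PRC2, from 2.60 ± 0.552 to 13.3 ± 1.63 (log2FC 2.55 and 2.16, limma adjusted p = 2.52e-08 and 5.34e-08). Cbx7, another chromodomain subunit, fell from 12.6 ± 0.681 to 3.83 ± 1.00 (−1.63, limma adjusted p = 4.58e-04). Bmi1, the canonical PRC1 subunit that represses Cdkn2a, measured 2.93 ± 0.736 RPKM in C-WT, 3.58 ± 0.529 in P-WT and 4.59 ± 1.47 in P-KO, with limma adjusted p against C-WT of 0.37 and 0.07. Of 15 genes in the list, 7 rose and 1 fell in P-WT (4 and 3 after median-ratio rescaling; limma camera adjusted p = 0.879), and 6 rose and 2 fell in P-KO (4 and 3 after rescaling; camera adjusted p = 0.931); the counts were the same adjusted over the list alone.

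Between P-KO and P-WT, 0 of the 15 were called over all genes by limma, and 1, Cbx2, was lower adjusted over the list alone (3.50 ± 0.458 RPKM in P-KO; camera adjusted p = 0.437). Between T-KO and T-WT, 14 of 16 lay above 0 and 0 were called over all genes (limma camera adjusted p = 0.166), while Cbx2, Cbx4, Pcgf2 and Scmh1 were higher adjusted over the list alone. Pcgf2 measured 1.57 ± 0.949 RPKM in T-KO and 0.472 ± 0.528 in T-WT (limma adjusted p = 0.25), and Bmi1 3.49 ± 1.67 against 4.41 ± 2.64 (limma adjusted p = 0.77). From the Cdkn2a values and the limited effect on the profiles, the paper proposes that Pcgf6 does not act as an antagonist of canonical PRC1 in these lymphomas.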

### Mga-dependent recruitment of Pcgf6 to active chromatin

At first sight, the limited impact of Pcgf6 on transcriptional profiles appears at odds with its known function as a component of the PRC1.6 complex. The latter should depend on Mga, which is required both for the integrity of PRC1.6 and for the recruitment of Pcgf6 to chromatin, as shown in mESCs and lung tumor cells (Gao et al, 2012; Endoh et al, 2017; Stielow et al, 2018; Scelfo et al, 2019; Mathsyaraja et al, 2021). To address the status of PRC1.6 in our lymphomas, we derived primary lymphoma cultures from Eµ-*myc* control mice and their *Mga*^*−*/*−*^ and *Pcgf6*^*−*/*−*^ counterparts (Fig S4A). We then used these cells for ChIP-seq profiling of Pcgf6, alongside active histone marks (H3K4me3, H3K4me1, and H3K27ac), as well as the PRC2- and PRC1-associated repressive marks H3K27me3 and H2AK119Ub (Di Croce & Helin, 2013).

**Figure S4.**
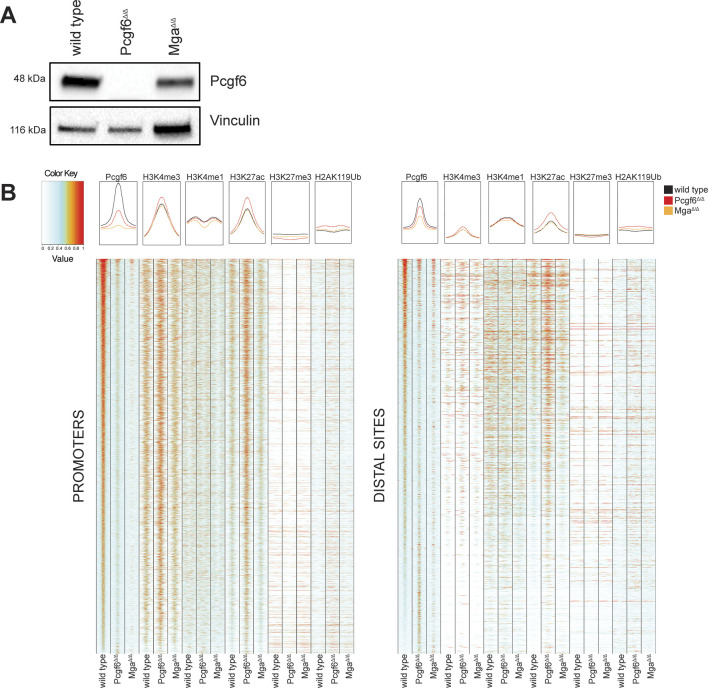
Pcgf6 preferentially binds active promoters, in an Mga-dependent manner. **(A)** Immunoblot analysis of Pcgf6 in wild-type, *Pcgf6*^Δ/Δ^, and *Mga*^Δ/Δ^ lymphomas. Vinculin was used as loading control. Note that we were unable to detect the Mga protein in mouse samples, owing to the lack of adequate antibodies. **(B)** Heatmaps representing normalized ChIP-seq intensity for Pcgf6 (ranked by decreasing intensity, from top to bottom) and the indicated histone marks in the same lymphomas. Left: the heatmap includes every annotated promoter that was called as Pcgf6-associated by ChIP-seq in at least one of the samples; each column spans the interval between −2 and +2 kb from the TSS. Right: includes all Pcgf6-associated distal sites, spanning the interval between −2 and +2 kb from the center of the Pcgf6 peak. Source data are available for this figure.

The distribution of ChIP-seq reads among annotated promoters and distal sites in the genome (Fig S4B), confirmed two of key features established in previous studies. First, the Pcgf6 signal observed in the control Eµ-*myc* lymphoma was lost not only in *Pcgf6*^*−*/*−*^, but also in *Mga*^*−*/*−*^ cells, in line with the role of Mga in recruiting Pcgf6 to chromatin. Second, Pcfg6 did not co-localize with the PRC-associated marks H3K27me3 and H2AK119Ub but showed preferential binding to active chromatin, as previously observed in mESCs (Stielow et al, 2018; Scelfo et al, 2019). Most relevant here, the propensity to widely associate with active regulatory elements (promoters and enhancers) is a fundamental feature shared by many transcriptional regulators, including Myc/Max and Mga/Max/PRC1.6 complexes (Gao et al, 2012; Sabò et al, 2014; Kress et al, 2016; Endoh et al, 2017; Stielow et al, 2018; Scelfo et al, 2019; Mathsyaraja et al, 2021). As documented for Myc, this initial non-specific engagement of the factor on DNA is insufficient to drive transcription, but is a prerequisite for sequence (i.e., E-box) recognition and establishment of its characteristic gene-regulatory patterns (Sabò & Amati, 2014; Kress et al, 2015; Pellanda et al, 2021). Hence, widespread association with active chromatin—as documented here for Pcgf6—should not be taken to reflect a general role in transcription.

Of note here, one of the apparent changes observed in the *Pcgf6*^*−*/*−*^ lymphoma was an increase in the H3K27Ac signal on chromatin, at both proximal and distal sites (Fig S4B). However, owing to the small number of Pcgf6- and Mga-null lymphoma cell lines available in our work, as well as to the limiting availability of compound Eµ-*myc*; *Pcfg6*^*fl/fl*^ mice (Table S1), which precluded ChIP-seq analysis in pre-tumoral B-cells (Sabò et al, 2014), we could not determine whether this reflected a real effect of Pcg6 on H3K27Ac, or a spurious difference—possibly due to clonal variability among lymphomas. For the same reasons, we were unable to address whether loss of PRC1.6 activity might impact Myc’s binding profiles in our model. This scenario appears unlikely, however, given that Pcgf6 loss showed no significant impact on Myc-associated gene expression profiles (Figs 3 and S3).

Altogether, whereas Pcgf6 shows Mga-dependent DNA binding, as expected in the context of the PRC1.6 complex, its deletion does not significantly impact transcriptional programs in either control B-cells, pre-tumoral Eµ-*myc* B-cells, or lymphomas: whether PRC1.6 has a redundant function in transcriptional control or is involved in some other level of chromatin regulation in B-cells remains to be addressed.

### Conclusions and future perspectives

In this work, we unravel a distinct tumor suppressor activity of Pcgf6 in Myc-induced lymphomagenesis, unlinked from Mga and the PRC1.6 complex—and possibly from any direct role in gene regulation. These findings warrant thorough characterization of alternative Pcgf6 activities and of their relevance in human tumors: indeed, besides the PRC1.6 complex, Pcgf6 interacts with the histone H3K4 demethylases JARID1c/d (Lee et al, 2007; Boukhaled et al, 2016) and may have additional partners, yet to be investigated.

Most importantly, our data do not formally rule out a role for Mga/Max and PRC1.6 in antagonizing Myc/Max-dependent transcription in other tumor types, including DLBCL. In particular, the combination of Eµ-*myc* and CD19-*Cre*, targeting *Mga*^*fl/fl*^, may not reproduce the more mature activated B-cell (ABC) DLBCL subtype in which Mga mutations were reported (Reddy et al, 2017)—although we note that a subset of Eµ-*myc* tumors do show ABC-like expression profiles (Schleich et al, 2020). Moreover, the oncogenic activation of Myc, as modeled by the Eµ-*myc* transgene, might conceivably be sufficient to overcome the repressive function of Mga: in ABC-type DLBCL, in which *MYC* translocation is relatively infrequent (Reddy et al, 2017; Bisso et al, 2019), Myc activity may well be antagonized by Mga, underlying the selective pressure to inactivate it. Resolving this question would imply the joint scoring of *MYC* translocations and Mga mutations in a sizeable number of DLBCL samples, well above those reported so far (125 cases, of which 42 with MYC rearrangements and 7 with MGA mutations) (Reddy et al, 2017). Finally, any of the five Mxd/Mnt proteins that form alternative dimers with Max may also contribute repressive activity on common Mga- and Myc-target genes, and the balance between all these factors may differ between cell/tumor subtypes, experimental models and/or clinical cases.

Altogether, the contribution of the Mga/Max-PRC1.6 complex to DLBCL pathogenesis remains to be addressed. This notwithstanding, our data in the Eµ-*myc* model establish that in conditions in which Mga shows no obvious impact, Pcgf6 deletion clearly accelerates Myc-induced lymphomagenesis.

## Materials and Methods

### Mouse strains and genotyping

Mice bearing the conditional allele *Mga*^*fl*^ (originally called *Mga*^*Inv*^) (Washkowitz et al, 2015) were bred with either CD19-*Cre* (Rickert et al, 1997) (a gift of Klaus Rajewsky) or Eμ-*myc* transgenic animals (Adams et al, 1985), and the resulting compound mice bred to obtain the *Mga*-targeted cohort. The same strategy was pursued with the *Pcgf6*^*fl*^ allele (Endoh et al, 2017). The final crosses used to obtain our experimental cohorts are reported in Table S1. Of note, the *Pcgf6*^*fl*^ cohort was inbred C57BL/6J, whereas the *Mga*^*fl/fl*^ cohort was of mixed genetic background (Washkowitz et al, 2015). In all experiments, gender- and age-matched mice (both females and males) were used without randomization or blinding. Genomic DNA extraction and genotyping were performed as previously described (Bisso et al, 2020), with the PCR primers listed in Table S5.

Table S5 List of materials used in this work.

Eµ-*myc* transgenic mice were monitored two to three times a week for tumor development by visual inspection and peripheral lymph node palpation, and were euthanized as soon as they showed signs of lymphoma (i.e., enlarged lymph nodes) (Adams et al, 1985). For pre-tumoral analysis, mice were collected at 4–6 wk of age: spleen and bone marrow were dissected and processed for molecular analysis as previously described (Campaner et al, 2010).

Experiments involving animals were carried out in accordance with the Italian Laws (D.lgs. 26/2014), which enforces Dir. 2010/63/EU (Directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for scientific purposes) and authorized by the Italian Minister of Health with projects 391/2018-PR.

### Isolation and culturing of primary murine lymphoma cell lines

Mice were inspected personally for tumor development. Infiltrated lymph nodes, spleen and bone marrow were collected and smashed in PBS. Cell suspensions were passed three times through a Falcon 70 μm Cell Strainer (#352350; Corning), centrifuged (80*g* for 5 min) and resuspended in 10 ml of Erythrocyte Lysis buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, and 0.1 mM EDTA). After another centrifugation step, cells were resuspended in 10 ml of MACS buffer (PBS, 2 mM EDTA, and 0.5% BSA), and part of the cells used for in vitro culture. Primary cells were grown in suspension in B-cell medium composed of a 1:1 ratio of DMEM (ECM0103L; Euroclone) and IMDM (I3390; Sigma-Aldrich), supplemented with 10% fetal calf serum (Globefarm Ltd.), 2 mM L-glutamine (Invitrogen Life Technologies), 1% non-essential amino acids (NEAAs), 1% penicillin/streptomycin and 25 μM β-mercaptoethanol. A lymphoma cell line was considered as stabilized when the splitting ratio reached 1:10 every 2 d, which usually occurred upon 2 wk of in vitro culture.

### Analysis of apoptosis, proliferation, and surface markers

Apoptosis in bone marrow–derived B-cells was measured with the CaspGLOW Red Active Caspase Staining Kit (#K190; BioVision) following the manufacturer’s guidelines. Proliferation was quantified by EdU staining: EdU (#A10044; Invitrogen) was dissolved in sterile PBS to a concentration of 5 mg/ml; for in vivo proliferation studies, 1 mg EdU in a volume of 200 μl was injected intraperitoneally 2 h before analysis, followed by staining with the 647 EdU Click Proliferation kit (#565456; BD Pharmingen) according to manufacturer’s guidelines. Samples were stained with Hoechst DNA content dye, acquired on a FACSCelesta cytofluorimeter, and analyzed using FlowJo Version 10.4.0 software.

For staining of surface markers, cells were incubated in MACS buffer with fluorochrome-conjugated antibodies (used at the dilutions indicated in Table S5) for at least 1 h at 4°C in the dark, and analyzed by flow cytometry, as above.

### Immunoblotting

Protein extraction and immunoblotting were performed as previously described (Bisso et al, 2020) with the indicated primary antibodies (Table S5).

### Hematoxylin and Eosin staining

For hematoxylin and eosin staining and pathological analysis tissues were collected and processed as follows. Freshly isolated lymphoma samples were washed in PBS, fixed in 4% (vol/vol) paraformaldehyde at 4°C degrees for at least 16–24 h, washed in PBS, and stored in 70% ethanol at 4°C for a maximum of 1 wk before inclusion. For the latter, each tissue was dehydrated with increasing concentrations of ethanol, embedded in paraffin blocks and stored at RT. For hematoxylin and eosin staining each block was cut into 3/5-mm thick sections and mounted on glass slides. Slides were counterstained with Harris Hematoxylin (#HHS80; Sigma-Aldrich) and Eosin Y solution (#HT110216; Sigma-Aldrich), dehydrated through alcoholic scale, and mounted with Eukitt (#09-00250; Bio-Optica). All images were acquired with the Aperio Digital Pathology Slide Scanner ScanScopeXT (Leica) before pathological evaluation.

### RNA sequencing

RNA extraction, processing, and sequencing, as well as the filtering of RNA-seq reads and bioinformatic and statistical analyses, were performed as previously described (Tesi et al, 2019; Bisso et al, 2020; Pellanda et al, 2021). The analysis of tumor clonality from RNA-seq reads was performed as previously described (Barbosa et al, 2020 *Preprint*).

### ChIP sequencing

The fixation of in vitro stabilized lymphoma cell lines and their processing for chromatin immunoprecipitation (ChIP) was performed as previously described (Sabò et al, 2014). 5 μg of each of the antibodies listed in Table S5 were used to immunoprecipitate either 500 μg (for the mapping of Myc, Max and Pcgf6) or 250 μg of fixed chromatin (for the histone marks H3K4me3, H3K4me1, H3K27ac, H3K27me3, and H2Ak119Ub). Whereas Myc and Max precipitates were processed exactly as in Sabò et al (2014), Pcgf6 and histone mark precipitates were processed as in Scelfo et al (2019). 1.5–2 ng of DNA was then used to generate the chromatin immunoprecipitation sequencing (ChIP-Seq) libraries according to the Illumina protocol, and sequenced with the Illumina NovaSeq 6000.

ChIP-seq reads were analyzed as previously published (Sabò et al, 2014; Pellanda et al, 2021). Peaks were mapped and annotated according to the genomic position of their midpoint, as (i) promoter: between −2 and +1 Kb from the annotated refgene start coordinate or transcriptional start site (TSS); (ii) gene body: between >1 Kb from the TSS to the 3′ end of an annotated refgene; (iii) intergenic: all peaks positioned outside of the aforementioned intervals. Qualitative and quantitative heatmaps of ChIP-seq enrichment were generated using R with Bioconductor and compEpiTools packages, tools for computational epigenomics (Gentleman et al, 2004; Kishore et al, 2015).

### Oligonucleotide primers

Primers for mRNA analysis were designed with Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) (Ye et al, 2012). The complete list of primers used in this study is shown in Table S5.

### Statistical analysis

All experiments were performed at least in biological triplicates. Sample size was not predetermined but is reported in the respective Figure legends. *P*-values were calculated with one-way ANOVA using Tukey correction, except in Fig 1A for Kaplan–Meier survival curves where log p-rank test was used.

## Data Availability

The RNA-seq data produced in this work have been deposited in NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) and are accessible through the GEO Series accession number GSE190000.

## Supplementary Material

Reviewer comments

## References

[bib1] Adams JM, Harris AW, Pinkert CA, Corcoran LM, Alexander WS, Cory S, Palmiter RD, Brinster RL (1985) The c-myc oncogene driven by immunoglobulin enhancers induces lymphoid malignancy in transgenic mice. Nature 318: 533–538. 10.1038/318533a03906410

[bib2] Amati B, Brooks MW, Levy N, Littlewood TD, Evan GI, Land H (1993) Oncogenic activity of the c-Myc protein requires dimerization with Max. Cell 72: 233–245. 10.1016/0092-8674(93)90663-b8425220

[bib3] Augert A, Mathsyaraja H, Ibrahim AH, Freie B, Geuenich MJ, Cheng PF, Alibeckoff SP, Wu N, Hiatt JB, Basom R, (2020) MAX functions as a tumor suppressor and rewires metabolism in small cell lung cancer. Cancer Cell 38: 97–114.e7. 10.1016/j.ccell.2020.04.01632470392PMC7363581

[bib4] Barbosa R, Xu A, D’Andrea D, Copley F, Patel H, Chakravarty P, Clear A, Calaminici M, Janz M, Zhang B, (2020) Co-activation of NF-κB and MYC renders cancer cells addicted to IL6 for survival and phenotypic stability. BioRxiv. 10.1101/2020.04.12.038414. (Preprint posted April 13, 2020)

[bib5] Bisso A, Filipuzzi M, Gamarra Figueroa GP, Brumana G, Biagioni F, Doni M, Ceccotti G, Tanaskovic N, Morelli MJ, Pendino V, (2020) Cooperation between MYC and β-catenin in liver tumorigenesis requires yap/taz. Hepatology 72: 1430–1443. 10.1002/hep.3112031965581

[bib6] Bisso A, Sabò A, Amati B (2019) MYC in germinal center-derived lymphomas: Mechanisms and therapeutic opportunities. Immunol Rev 288: 178–197. 10.1111/imr.1273430874346

[bib7] Boukhaled GM, Cordeiro B, Deblois G, Dimitrov V, Bailey SD, Holowka T, Domi A, Guak H, Chiu HH, Everts B, (2016) The transcriptional repressor polycomb group factor 6, PCGF6, negatively regulates dendritic cell activation and promotes quiescence. Cell Rep 16: 1829–1837. 10.1016/j.celrep.2016.07.02627498878

[bib8] Burnichon N, Cascón A, Schiavi F, Morales NP, Comino-Méndez I, Abermil N, Inglada-Pérez L, de Cubas AA, Amar L, Barontini M, (2012) MAX mutations cause hereditary and sporadic pheochromocytoma and paraganglioma. Clin Cancer Res 18: 2828–2837. 10.1158/1078-0432.CCR-12-016022452945

[bib9] Campaner S, Doni M, Hydbring P, Verrecchia A, Bianchi L, Sardella D, Schleker T, Perna D, Tronnersjö S, Murga M, (2010) Cdk2 suppresses cellular senescence induced by the c-myc oncogene. Nat Cell Biol 12: 54–59. 10.1038/ncb200420010815

[bib10] Campbell KJ, Vandenberg CJ, Anstee NS, Hurlin PJ, Cory S (2017) Mnt modulates Myc-driven lymphomagenesis. Cell Death Differ 24: 2117–2126. 10.1038/cdd.2017.13128800127PMC5686348

[bib11] Carroll PA, Freie BW, Mathsyaraja H, Eisenman RN (2018) The MYC transcription factor network: Balancing metabolism, proliferation and oncogenesis. Front Med 12: 412–425. 10.1007/s11684-018-0650-z30054853PMC7358075

[bib12] Comino-Méndez I, Gracia-Aznárez FJ, Schiavi F, Landa I, Leandro-García LJ, Letón R, Honrado E, Ramos-Medina R, Caronia D, Pita G, (2011) Exome sequencing identifies MAX mutations as a cause of hereditary pheochromocytoma. Nat Genet 43: 663–667. 10.1038/ng.86121685915

[bib13] De Paoli L, Cerri M, Monti S, Rasi S, Spina V, Bruscaggin A, Greco M, Ciardullo C, Famà R, Cresta S, (2013) MGA, a suppressor of MYC, is recurrently inactivated in high risk chronic lymphocytic leukemia. Leuk Lymphoma 54: 1087–1090. 10.3109/10428194.2012.72370623039309

[bib14] Di Croce L, Helin K (2013) Transcriptional regulation by Polycomb group proteins. Nat Struct Mol Biol 20: 1147–1155. 10.1038/nsmb.266924096405

[bib15] Edelmann J, Holzmann K, Miller F, Winkler D, Bühler A, Zenz T, Bullinger L, Kühn MW, Gerhardinger A, Bloehdorn J, (2012) High-resolution genomic profiling of chronic lymphocytic leukemia reveals new recurrent genomic alterations. Blood 120: 4783–4794. 10.1182/blood-2012-04-42351723047824

[bib16] Eischen CM, Weber JD, Roussel MF, Sherr CJ, Cleveland JL (1999) Disruption of the ARF-Mdm2-p53 tumor suppressor pathway in Myc-induced lymphomagenesis. Genes Dev 13: 2658–2669. 10.1101/gad.13.20.265810541552PMC317106

[bib17] Endoh M, Endo TA, Shinga J, Hayashi K, Farcas A, Ma KW, Ito S, Sharif J, Endoh T, Onaga N, (2017) PCGF6-PRC1 suppresses premature differentiation of mouse embryonic stem cells by regulating germ cell-related genes. Elife 6: e27970. 10.7554/eLife.2106428304275PMC5375644

[bib18] Gao Z, Zhang J, Bonasio R, Strino F, Sawai A, Parisi F, Kluger Y, Reinberg D (2012) PCGF homologs, CBX proteins, and RYBP define functionally distinct PRC1 family complexes. Mol Cell 45: 344–356. 10.1016/j.molcel.2012.01.00222325352PMC3293217

[bib19] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J, (2004) Bioconductor: Open software development for computational biology and bioinformatics. Genome Biol 5: R80. 10.1186/gb-2004-5-10-r8015461798PMC545600

[bib20] Gorrini C, Squatrito M, Luise C, Syed N, Perna D, Wark L, Martinato F, Sardella D, Verrecchia A, Bennett S, (2007) Tip60 is a haplo-insufficient tumour suppressor required for an oncogene-induced DNA damage response. Nature 448: 1063–1067. 10.1038/nature0605517728759

[bib21] Jacobs JJ, Scheijen B, Voncken JW, Kieboom K, Berns A, van Lohuizen M (1999) Bmi-1 collaborates with c-Myc in tumorigenesis by inhibiting c-Myc-induced apoptosis via INK4a/ARF. Genes Dev 13: 2678–2690. 10.1101/gad.13.20.267810541554PMC317101

[bib22] Kim H, Ko YH (2022) The pathologic and genetic characteristics of extranodal NK/T-Cell lymphoma. Life (Basel) 12: 73. 10.3390/life1201007335054466PMC8781285

[bib23] Kishore K, de Pretis S, Lister R, Morelli MJ, Bianchi V, Amati B, Ecker JR, Pelizzola M (2015) methylPipe and compEpiTools: a suite of R packages for the integrative analysis of epigenomics data. BMC Bioinformatics 16: 313. 10.1186/s12859-015-0742-626415965PMC4587815

[bib24] Kress TR, Pellanda P, Pellegrinet L, Bianchi V, Nicoli P, Doni M, Recordati C, Bianchi S, Rotta L, Capra T, (2016) Identification of MYC-dependent transcriptional programs in oncogene-addicted liver tumors. Cancer Res 76: 3463–3472. 10.1158/0008-5472.CAN-16-031627197165

[bib25] Kress TR, Sabò A, Amati B (2015) MYC: Connecting selective transcriptional control to global RNA production. Nat Rev Cancer 15: 593–607. 10.1038/nrc398426383138

[bib26] Langdon WY, Harris AW, Cory S, Adams JM (1986) The c-myc oncogene perturbs B lymphocyte development in E-mu-myc transgenic mice. Cell 47: 11–18. 10.1016/0092-8674(86)90361-23093082

[bib27] Lee MG, Norman J, Shilatifard A, Shiekhattar R (2007) Physical and functional association of a trimethyl H3K4 demethylase and Ring6a/MBLR, a polycomb-like protein. Cell 128: 877–887. 10.1016/j.cell.2007.02.00417320162

[bib28] Lee MJ, Koff JL, Switchenko JM, Jhaney CI, Harkins RA, Patel SP, Dave SS, Flowers CR (2020) Genome-defined African ancestry is associated with distinct mutations and worse survival in patients with diffuse large B-cell lymphoma. Cancer 126: 3493–3503. 10.1002/cncr.3286632469082PMC7494053

[bib29] Llabata P, Mitsuishi Y, Choi PS, Cai D, Francis JM, Torres-Diz M, Udeshi ND, Golomb L, Wu Z, Zhou J, (2020) Multi-omics analysis identifies MGA as a negative regulator of the MYC pathway in lung adenocarcinoma. Mol Cancer Res 18: 574–584. 10.1158/1541-7786.MCR-19-065731862696PMC7219472

[bib30] Llabata P, Torres-Diz M, Gomez A, Tomas-Daza L, Romero OA, Grego-Bessa J, Llinas-Arias P, Valencia A, Esteller M, Javierre BM, (2021) MAX mutant small-cell lung cancers exhibit impaired activities of MGA-dependent noncanonical polycomb repressive complex. Proc Natl Acad Sci U S A 118: e2024824118. 10.1073/pnas.202482411834493659PMC8449313

[bib31] Mathsyaraja H, Catchpole J, Freie B, Eastwood E, Babaeva E, Geuenich M, Cheng PF, Ayers J, Yu M, Wu N, (2021) Loss of MGA repression mediated by an atypical polycomb complex promotes tumor progression and invasiveness. Elife 10: e64212. 10.7554/eLife.6421234236315PMC8266391

[bib32] Mathsyaraja H, Freie B, Cheng PF, Babaeva E, Catchpole JT, Janssens D, Henikoff S, Eisenman RN (2019) Max deletion destabilizes MYC protein and abrogates Eµ-Myc lymphomagenesis. Genes Dev 33: 1252–1264. 10.1101/gad.325878.11931395740PMC6719623

[bib33] Nguyen HV, Vandenberg CJ, Ng AP, Robati MR, Anstee NS, Rimes J, Hawkins ED, Cory S (2020) Development and survival of MYC-driven lymphomas require the MYC antagonist MNT to curb MYC-induced apoptosis. Blood 135: 1019–1031. 10.1182/blood.201900301431978211PMC7118401

[bib34] Nilsson JA, Keller UB, Baudino TA, Yang C, Norton S, Old JA, Nilsson LM, Neale G, Kramer DL, Porter CW, (2005) Targeting ornithine decarboxylase in Myc-induced lymphomagenesis prevents tumor formation. Cancer Cell 7: 433–444. 10.1016/j.ccr.2005.03.03615894264

[bib35] Ogawa H, Ishiguro K, Gaubatz S, Livingston DM, Nakatani Y (2002) A complex with chromatin modifiers that occupies E2F- and Myc-responsive genes in G0 cells. Science 296: 1132–1136. 10.1126/science.106986112004135

[bib36] Pellanda P, Dalsass M, Filipuzzi M, Loffreda A, Verrecchia A, Castillo Cano V, Thabussot H, Doni M, Morelli MJ, Soucek L, (2021) Integrated requirement of non-specific and sequence-specific DNA binding in Myc-driven transcription. EMBO J 40: e105464. 10.15252/embj.202010546433792944PMC8126922

[bib37] Puente XS, Beà S, Valdés-Mas R, Villamor N, Gutiérrez-Abril J, Martín-Subero JI, Munar M, Rubio-Pérez C, Jares P, Aymerich M, (2015) Non-coding recurrent mutations in chronic lymphocytic leukaemia. Nature 526: 519–524. 10.1038/nature1466626200345

[bib38] Reddy A, Zhang J, Davis NS, Moffitt AB, Love CL, Waldrop A, Leppa S, Pasanen A, Meriranta L, Karjalainen-Lindsberg ML, (2017) Genetic and functional drivers of diffuse large B cell lymphoma. Cell 171: 481–494.e15. 10.1016/j.cell.2017.09.02728985567PMC5659841

[bib39] Rickert RC, Roes J, Rajewsky K (1997) B lymphocyte-specific, Cre-mediated mutagenesis in mice. Nucleic Acids Res 25: 1317–1318. 10.1093/nar/25.6.13179092650PMC146582

[bib40] Romero OA, Torres-Diz M, Pros E, Savola S, Gomez A, Moran S, Saez C, Iwakawa R, Villanueva A, Montuenga LM, (2014) MAX inactivation in small cell lung cancer disrupts MYC-SWI/SNF programs and is synthetic lethal with BRG1. Cancer Discov 4: 292–303. 10.1158/2159-8290.CD-13-079924362264

[bib41] Sabò A, Amati B (2014) Genome recognition by MYC. Cold Spring Harb Perspect Med 4: a014191. 10.1101/cshperspect.a01419124492846PMC3904094

[bib42] Sabò A, Kress TR, Pelizzola M, de Pretis S, Gorski MM, Tesi A, Morelli MJ, Bora P, Doni M, Verrecchia A, (2014) Selective transcriptional regulation by Myc in cellular growth control and lymphomagenesis. Nature 511: 488–492. 10.1038/nature1353725043028PMC4110711

[bib43] Scelfo A, Fernández-Pérez D, Tamburri S, Zanotti M, Lavarone E, Soldi M, Bonaldi T, Ferrari KJ, Pasini D (2019) Functional landscape of PCGF proteins reveals both RING1A/B-Dependent-and RING1A/B-Independent-Specific activities. Mol Cell 74: 1037–1052.e7. 10.1016/j.molcel.2019.04.00231029542PMC6561742

[bib44] Scelfo A, Piunti A, Pasini D (2015) The controversial role of the polycomb group proteins in transcription and cancer: How much do we not understand polycomb proteins? FEBS J 282: 1703–1722. 10.1111/febs.1311225315766

[bib45] Schaub FX, Dhankani V, Berger AC, Trivedi M, Richardson AB, Shaw R, Zhao W, Zhang X, Ventura A, Liu Y, (2018) Pan-cancer alterations of the MYC oncogene and its proximal network across the cancer genome atlas. Cell Syst 6: 282–300.e2. 10.1016/j.cels.2018.03.00329596783PMC5892207

[bib46] Schleich K, Kase J, Dörr JR, Trescher S, Bhattacharya A, Yu Y, WE M, Fan DYN, Lohneis P, Milanovic M, (2020) H3K9me3-mediated epigenetic regulation of senescence in mice predicts outcome of lymphoma patients. Nat Commun 11: 3651. 10.1038/s41467-020-17467-z32686676PMC7371731

[bib47] Stielow B, Finkernagel F, Stiewe T, Nist A, Suske G (2018) MGA, L3MBTL2 and E2F6 determine genomic binding of the non-canonical Polycomb repressive complex PRC1.6. PLoS Genet 14: e1007193. 10.1371/journal.pgen.100719329381691PMC5806899

[bib48] Tesi A, de Pretis S, Furlan M, Filipuzzi M, Morelli MJ, Andronache A, Doni M, Verrecchia A, Pelizzola M, Amati B, (2019) An early Myc-dependent transcriptional program orchestrates cell growth during B-cell activation. EMBO Rep 20: e47987. 10.15252/embr.20194798731334602PMC6726900

[bib49] Washkowitz AJ, Schall C, Zhang K, Wurst W, Floss T, Mager J, Papaioannou VE (2015) Mga is essential for the survival of pluripotent cells during peri-implantation development. Development 142: 31–40. 10.1242/dev.11110425516968PMC4299147

[bib50] Ye J, Coulouris G, Zaretskaya I, Cutcutache I, Rozen S, Madden TL (2012) Primer-BLAST: A tool to design target-specific primers for polymerase chain reaction. BMC Bioinformatics 13: 134. 10.1186/1471-2105-13-13422708584PMC3412702

[bib51] Yu D, Thomas-Tikhonenko A (2002) A non-transgenic mouse model for B-cell lymphoma: In vivo infection of p53-null bone marrow progenitors by a myc retrovirus is sufficient for tumorigenesis. Oncogene 21: 1922–1927. 10.1038/sj.onc.120524411896625

[bib52] Zhang Y, Li C, Xue W, Zhang M, Li Z (2018) Frequent mutations in natural killer/T cell lymphoma. Cell Physiol Biochem 49: 1–16. 10.1159/00049283530134235

[bib53] Zhao W, Tong H, Huang Y, Yan Y, Teng H, Xia Y, Jiang Q, Qin J (2017) Essential role for polycomb group protein Pcgf6 in embryonic stem cell maintenance and a noncanonical polycomb repressive complex 1 (PRC1) integrity. J Biol Chem 292: 2773–2784. 10.1074/jbc.M116.76396128049731PMC5314173

# Supplementary material for: Polycomb group ring finger protein 6 suppresses Myc-induced lymphomagenesis
**Source:** Life Sci Alliance. 2022 Apr 14;5(8):e202101344. doi: 10.26508/lsa.202101344
**Supplement:** Supplementary file 1

**Supplemental Tables**

**Table S1A. Breeding: CD19-*Cre/Cre; Pcgf6^+/fl^* x Eμ-*myc; Pcgf6^+/fl^***

| **Genotype** | **Expected frequency** | **Observed frequency** | |
| --- | --- | --- | --- |
| CD19-*Cre; Pcgf6^+/+^* | 12.50% | 21/173 | 12.14% |
| CD19-*Cre; Pcgf6^+/fl^* | 25% | 52/173 | 30.06% |
| CD19-*Cre; Pcgf6^fl/fl^* | 12.50% | 30/173 | 17.34% |
| CD19-*Cre*; Eμ-*myc*; *Pcgf6^+/+^* | 12.50% | 36/173 | 20.81% |
| CD19-*Cre*; Eμ-*myc*; *Pcgf6^+/fl^* | 25% | 29/173 | 16.76% |
| CD19-*Cre*; Eμ-*myc*; *Pcgf6^fl/fl^* | 12.50% | 5/173 | 2.89% |

**Table S1B. Breeding: CD19*-Cre; Mga^+/fl^* x Eμ-*myc; Mga^+/fl^***

| **Genotype** | **Expected frequency** | **Observed frequency** | |
| --- | --- | --- | --- |
| *Mga^+/+^* | 6.25% | 6/96 | 6.25% |
| *Mga^+/fl^* | 12.50% | 23/96 | 23.96% |
| *Mga^fl/fl^* | 6.25% | 2/96 | 2.08% |
| Eμ-*myc*; *Mga^+/+^* | 6.25% | 7/96 | 7.29% |
| Eμ-*myc*; *Mga^+/fl^* | 12.50% | 3/96 | 3.13% |
| Eμ-*myc*; *Mga^fl/fl^* | 6.25% | 9/96 | 9.38% |
| CD19-*Cre*; *Mga^+/+^* | 6.25% | 11/96 | 11.46% |
| CD19-*Cre*; *Mga^+/fl^* | 12.50% | 19/96 | 19.79% |
| CD19-*Cre*; *Mga^fl/fl^* | 6.25% | 3/96 | 3.13% |
| CD19-Cre; Eμ-*myc*; *Mga^+/+^* | 6.25% | 4/96 | 4.17% |
| CD19-Cre; Eμ-*myc*; *Mga^+/fl^* | 12.50% | 5/96 | 5.21% |
| CD19-Cre; Eμ-*myc*; *Mga^fl/fl^* | 6.25% | 4/96 | 4.17% |

**Table S1. Breeding Strategy.** Each table shows the expected (assuming mendelian distribution) and observed frequencies of the indicated compound genotypes, based on the crosses shown at the top. **(A**) *Pcgf6* mutant cohort. Here all siblings are positive for CD19-*Cre*, as this transgene was first bred to homozygosity in one of the parents (CD19-*Cre/Cre*). Note that Eμ-*myc* and *Pcgf6* segregated in a sub-Mendelian manner  (p <0.0001 ), consistent with their close genomic location on chromosome 19 (Lefebure et al. 2017) (<http://www.informatics.jax.org/marker/MGI:1918291>). **(B**) *Mga* mutant cohort. In line with published data (Washkowitz et al. 2015), *Mga^fl/fl^* mice were recovered at sub-Mendelian frequencies (p < 0.005), confirming that *Mga^fl^* is a hypomorphic allele.

# Supplementary material for: Polycomb group ring finger protein 6 suppresses Myc-induced lymphomagenesis
**Source:** Life Sci Alliance. 2022 Apr 14;5(8):e202101344. doi: 10.26508/lsa.202101344
**Supplement:** Supplementary file 6

wild type lymphoma
 $Pcgf6^{\Delta/\Delta}$ lymphoma
 $Mga^{\Delta/\Delta}$ lymphoma

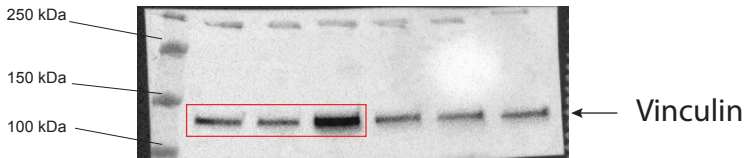

Exposure time 1 sec

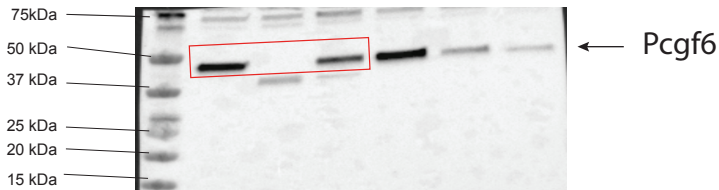

Exposure time 76.2 sec

# Supplementary material for: Polycomb group ring finger protein 6 suppresses Myc-induced lymphomagenesis
**Source:** Life Sci Alliance. 2022 Apr 14;5(8):e202101344. doi: 10.26508/lsa.202101344
**Supplement:** Supplementary file 7

**Table S5A. Antibodies for immunoblotting**

| **Antibody** | **Source** | **Dilution/mg used** |
| --- | --- | --- |
| Myc Y69 | Abcam (ab32072) | 1:2000 |
| Vinculin | Sigma-Aldrich (V9264) | 1:10000 |
| Max | Bethyl (A302-866A) | 1:1000 |
| Pcgf6 | Scelfo et al. 2019 | 1:1000 |
| Hsp90 | Santa Cruz (sc-13119) | 1:10000 |

**Table S5B. Antibodies for flow cytometric analysis**

| **Antibody** | **Conjugate** | **Company** | **Clone** | **Dilution used** |
| --- | --- | --- | --- | --- |
| B220 | PE | BD Pharmingen (#553089) | RA3-6B2 | 1:200 |
| B220 | efluor 450 | eBioScience (48-0452-82) | RA3-6B2 | 1:200 |
| CD19 | PE-Cy7 | BD Pharmigen (552854) | 1D3 | 1:400 |
| CD21 | PE | eBioScience (12-0211-82) | 8D9 | 1:800 |
| CD23 | AlexaFluor 647 | BioLegend (101612) | B3B4 | 1:100 |
| CD25 | APC | eBioScience (17-0251-82) | PC61.5 | 1:100 |
| CD43 | FITC | eBioScience (11-0431-85) | R2/60 | 1:200 |
| IgD | BV510 | BD Pharmigen (#563110) | 11-26C.2A | 1:200 |
| IgM | APC | eBioScience (47-5790-82) | II/41 | 1:200 |
| IgM | APC-Cy7 | BioLegend (406516) | RMM-1 | 1:200 |
| CD45 | BV786 | BD Pharmingen (#564225) | 30-F11 | 1:!00 |

**Table S5.** List of materials used in this work *(continued on the next page).*

**Table S5C. Antibodies for chromatin immunoprecipitation.**

| **Antibody** | **Company** |
| --- | --- |
| Max | Bethyl (A302-866A) |
| Pcgf6 | Scelfo et al. 2019 |
| Myc N262 | Santa Cruz (sc-764) |
| H3K4me3 | Active Motif (#39159) |
| H3K4me1 | Abcam (ab8895) |
| H3K27ac | Abcam (ab4729) |
| H3K27me3 | Cell Signaling (#9733) |
| IgG | Santa Cruz (sc-2027) |
| H2AK119Ub | Cell Signaling |

**Table S5D. PCR Primers.**

| **Application** | **Locus** | **Forward primer** | **Reverse primer** | **Amplicon (bp)** |
| --- | --- | --- | --- | --- |
| **Expression  (RT-PCR)** | mouse *Pcgf6* | CTTCTCTCTGCGTCTGGAGTC | TCAGCTCGACAAGGTTTATCAG | 77 |
|  | mouse *Myc* | TTTTTGTCTATTTGGGGACAGTG | CATCGTCGTGGCTGTCTG | 130 |
|  | mouse *Max* | CCTGGGCCGTAGGAAATGAG | CAGCCGCAGATTGAAACCTC | 82 |
|  | mouse *Mga* | AAATCTTTAACTGCTGCCAAGAA | CTGCAACCTGAATCATTTGTGGT | 200 |
|  | mouse *H3* | GTGAAGAAACCTCATCGTTACAGGCCTGGT | CTGCAAAGCACCAATAGCTGCACTCTGGAA | 177 |
| **Analysis of recombination on gDNA by semi-quantitative PCR** | *Mga^wt^* | ATTCCTGTAGGCCCTGGAAG | GGGAGGATTGGGAAGACAAT | 325 |
|  | Mga*^Δ^* | ATTCCTGTAGGCCCTGGAAG | CAGGACAACCTGACACCTCTG | 600 |
|  | Loading Control (*Il2*) | CTAGGCCACAGAATTGAAAGATCT | GTAGGTGGAAATTCTAGCATCATCC | 324 |
| **Genotyping** | *CD19* wt | CCAGACTAGATACAGACCAG | AACCAGTCAACACCCTTCC | 452 |
|  | *CD19-Cre* | CCAGACTAGATACAGACCAG | TCAGCTACACCAGAGACGG | 750 |
|  | Eµ-*myc* | GGTTTAATGAATTTGAAGTTGCCA | TTCTTGCCCTGCGTATATCAGTC | 210 |
|  | *Mga^wt^* | CAGGACAACCTGACACCTCTG | GGTATGGTTGTAATGATCAGCTTTC | 325 |
|  | *Mga^fl^ (Mga^inv^)* | CAGGACAACCTGACACCTCTG | GCTGGGGCTCGATCCTCTAG | 500 |
|  | *Pcgf6^wt^* | TTAATTGCTGCGTTCCATCTC | ATGTCAGAGAACTGGGACCGC | 404 |
|  | *Pcgf6^fl^* | TTAATTGCTGCGTTCCATCTC | GGCTAGATCTGCTGGAGACTT | 378 |

**Table S5.** List of materials used in this work.

How the deposited data were processed for this re-analysis (not part of the article)

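RNA was measured in 26 libraries of 6 conditions, all from mice with CD19-Cre. B-cells purified on CD19 magnetic beads gave 15 libraries: C-WT (n = 3) and C-KO (n = 4) from non-transgenic mice, and P-WT and P-KO (n = 4 each) from pre-tumoral Eµ-myc mice. Bulk cells of infiltrated lymph nodes gave 11 tumor libraries, T-WT (n = 5) and T-KO (n = 6). For pre-tumoral analysis the paper names spleen and bone marrow, and which of them gave the B-cells for RNA is not stated. Each library was matched to its column of the deposited table by its label, and 0 columns were left over. The labels number the libraries of a condition and are not stated to pair them, so the p-values measure the spread between these libraries. WT stands for intact Pcgf6 and KO for its deletion in B-cells. Sex was not balanced between the groups: Xist was at most 0.0408 RPKM in P-WT, but reached 22.1 in C-WT and 33.1 in P-KO. Among tumors, Xist was high in T-WT-1 (24.6 RPKM), T-WT-4 (33.2) and T-KO-5 (28.4).

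The authors deposited a table of RPKM (reads per kilobase of transcript, scaled by the mapped reads of each library) for 21671 genes, of which 1195 are at 0 in every library. The submitters' processing notes name TopHat2 2.0.8, SAMtools and Cufflinks 2.0.2 on the mm9 assembly, and libraries made with a stranded total-RNA kit and read on a NovaSeq instrument. For filtering and statistics the paper refers to earlier work, and the paper's Table S4 names DESeq2. The gene annotation behind the RPKM is not given in the sources used here. Read counts were not used here, other than as recovered from the RPKM. Within a gene, low RPKM (under 0.3) rise in steps of 1 read, which sets the ratios of depth between libraries; 18321 of 18342 readable genes (99.9%) gave whole multiples within 0.001 read. The overall scale came from the annotated lengths of 2716 genes with 1 transcript, 31.8% of which lay within 0.1% of that scale. Tested on simulated data for 26 libraries, the recovered ratios of depth lay within 0.1%. The recovered depth ran from 5.57 M (mega) mapped reads in T-KO-6 to 28.9 M in C-WT-1 (median 15.8), a 5.19-fold range. GENCODE M21, which is on another assembly than mm9, was used for transcript and exon lengths, never for positions.

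Values were taken as log2(RPKM + 0.5), and genes with a mean of at least 0.25 RPKM over the libraries of a fit were kept. Groups were compared with limma 3.58.1 in R 4.3.3, with a variance prior that followed the mean, 2-sided tests and Benjamini-Hochberg adjustment; a gene was called at an adjusted p under 0.05 with a log2 fold change beyond 0.5. The B-cell libraries formed a fit of 4 groups, the tumor libraries a fit of 2, and C-WT with both tumor groups a fit of 3; a fit of all 26 libraries in 6 groups tested the interaction between tumors and B-cells. Single genes were also compared by exact permutation of the library labels. Camera, with a preset correlation of 0.01 and again with an estimated correlation, tested 27 gene lists: PRC1.6 subunits, canonical PRC1 and PRC2, Myc network, germline and meiosis, ribosome biogenesis, nucleotide and one-carbon synthesis, cell cycle and E2F targets, p53 targets, BCL2 family and caspases, MHC class II, MHC class I, interferon response, markers of pan-B, precursor B, mature B, plasma, T, NK, macrophage, dendritic, neutrophil, erythroid and stromal cells, sex-linked genes, Hox genes, immediate-early and stress genes, and genes near Pcgf6 on its chromosome. Clustering used complete linkage on Pearson correlations of RPKM. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the table and drew the figures.

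Named genes followed a rule: the 10 largest rises and the 10 largest falls of each comparison among called genes with no overlap between its libraries (with a mean of at least 1 RPKM against C), up to 4 called members of each list, every gene the paper names, the genes of Table S4B and C, and the first 10 and last 10 of Table S4F, whose values had been seen in the supplement. Genes outside it are marked as chosen after their values were seen, apart from members of the 27 lists.

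The alternatives were a pseudocount of 0.1 or 1, a mean of at least 1 RPKM, no filter, no fold threshold, median-ratio rescaling, quantile normalization, array weights, a replicate block, a fit of only the 2 groups compared, log2 Xist as a covariate, a fit of all 26 libraries, each library left out in turn, average linkage, correlations on the log2 scale and Spearman's rho. Added later were limma-voom on the recovered reads, genes under 0.3 reads per base alone, C-KO as the control of the KO groups, tumors without T-WT-1 and T-WT-4, and the germline list without 2 genes seen in Table S4. Unchanged groups were simulated against the shared controls 50 times, and calls were counted over all regroupings of the libraries, or 100 drawn ones where there were more.

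The comparisons below were tested on simulated data, drawn with the mean and the spread of each gene, with known changes added to many genes at once. This eases the Benjamini-Hochberg adjustment, so the shares called can be lower where few genes change. Of genes changed by 1 on the log2 scale, limma called 70.7% in C-KO against C-WT, 81.4% in P-KO against P-WT, 78.1% in P-WT against C-WT, 46.4% in T-KO against T-WT and 33.3% in T-WT against C-WT. Of those changed by 2, it called 95.8%, 99.0%, 96.9%, 92.8% and 82.7%. A gene named near 0 RPKM rests on few reads. Left out were tests on exons 2 and 3 of Pcgf6, for which the table holds no values of their own, and the paper's Gene Ontology terms.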

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

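The tests on neutrophil markers and on loss of Pcgf6 at every stage, and the interaction between tumors and B-cells, were chosen only after the result was seen. Neutrophil markers were higher in libraries from Eµ-myc mice, which the paper does not report on. Against C-WT, limma called 6 of 7 in P-WT (Camp, Lcn2, Ltf, Ngp, S100a8, S100a9) and 5 of 7 in P-KO. It called 8 of 12 in T-WT and 11 of 12 in T-KO. The tumors are unselected cells of lymph nodes, so a rise there cannot be assigned to the lymphoma cells. S100a9 measured 13.4 ± 4.68 RPKM in P-WT (n = 4, mean ± SD) and 1.16 ± 0.340 in C-WT (n = 3), and Ngp 3.82 ± 1.17 against 0.227 ± 0.167. The scaling of the libraries as the cause is argued against, as 100% of the 6 calls in P-WT were kept after median-ratio rescaling. Neutrophils or their precursors carried along with the selected cells cannot be told apart from expression by the B-cells themselves: the 85.7% of tested markers that rose are the pattern itself, and selection on CD19 beads should remove such cells. Lyz2, abundant in neutrophils and in macrophages, measured 7.31 ± 2.13 RPKM in P-WT and 9.37 ± 4.05 in C-WT, a level at which a small share of neutrophils would not show.

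Genes whose difference between KO and WT differed between stages all had the larger difference in tumors: limma called 4 between T and C (Camkv, Hook1, Nav2, Trio) and 13 between T and P, of 11811 tested, with 1102 and 2104 at an unadjusted p under 0.05; between T and C, 0 were called after median-ratio rescaling, with 600 at an unadjusted p under 0.05. These counts come from the fit of all 26 libraries, where the sorted B-cells can lower the estimated spread of the tumors. The 17 genes called higher in T-KO than in T-WT had a median log2FC of 1.77. A lower share of B-cells in T-WT-1 and T-WT-4 as the cause is argued against: without them the median was 1.58, 89.3% of its size, while 5 of the 17 calls were kept with fewer libraries to estimate the spread. The sex of the mice as the cause is argued against as well, since 100% of the 17 were called with log2 Xist as a covariate. These tests are not separate, however. T-WT-1 and T-WT-4 were also the only T-WT libraries with high Xist (24.6 and 33.2 RPKM, others at most 0.0308). In T-KO, Xist was high in T-KO-5 alone (28.4, others at most 0.254). Sex and the share of B-cells therefore cannot be parted within T-WT. Whether loss of Pcgf6 acts on these genes at every stage cannot be told apart from an effect in tumors alone. Of them, 70.6% (12 of 17) had a log2FC above 0 at both C and P, against 12.7% of all genes. That share lies between the bounds set for and against it. At C or P, limma with all 15 libraries and no array weights called 0 of these genes, while limma-voom called Neto2 at P. Exact permutation gave Neto2 and Tdrkh an adjusted p of 0.0390 at both stages. Both genes were taken from Table S4, which was made from these libraries, so that p is not independent support.

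Of 204 groups of libraries tested for a value far from the others, 11 (5.39%) had such a value, and chance gives about 1 in 20, so these are listed as values. Cdkn2a measured 8.23 RPKM in T-WT-3 (others 0 to 0.574), 2.12 in T-KO-5 (others 0 to 0.778) and 0.0383 in C-KO-1 (others 0). The other values far from their group in T-WT were 3.33 RPKM for Mxd1 in T-WT-3 (others 1.00 to 1.54), 0.255 for Pcbp3 in T-WT-3 (others at most 0.0659) and 1.77 for Trio in T-WT-2 (others 0.204 to 0.616). In P-WT they were 2.41 RPKM for E2f6 in P-WT-2 (others 3.18 to 3.26), 1.05 for Klhl22 in P-WT-2 (others 1.70 to 1.81) and 0.893 for Ifi204 in P-WT-1 (others 0.132 to 0.240). In C-KO they were 3.85 RPKM for the Y-linked Kdm5d in C-KO-1 (others 0.112 to 0.191) and 0.898 for Znrf1 in C-KO-3 (others 1.69 to 1.84).

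T-KO-6 expressed genes of secreted proteins that the paper does not report on, chosen after their values were seen: Dcpp1 74.4 RPKM, Dcpp2 91.9, Dcpp3 99.7 and Prol1 62.9, against at most 1.02, 1.65, 1.53 and 4.43 in the other 25 libraries. Klk1 measured 43.8 RPKM there. Dcpp1, Dcpp2 and Dcpp3 share sequence, so their values are not independent of each other. No explanation was tested.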

How the results depend on the processing

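The limma-voom values, those without T-WT-1 and T-WT-4 and those with C-KO as a control come from tests chosen only after the result was seen. Of the values that answer a comparison, 185 were the same over the alternatives that keep all libraries, 16 moved and 8 fell short of the threshold. With each library left out in turn, the numbers were 322, 21 and 12, and 1 newly passed. Counts were taken as the same within 1.5-fold, and correlations within the SD of their values with a library left out. A called log2FC was the same if its call was kept. An uncalled log2FC was the same if it stayed uncalled and kept its sign or lay within its SE. Of the other values, of single genes and of gene lists, each library left out in turn gave 8616 the same, 219 that fell short, 19 that newly passed and 137 that moved. Over the alternatives that keep all libraries, 2607 of these values were the same, 164 fell short, 16 newly passed, 34 moved and 7 reversed. The 7 reversed under quantile normalization: Mnt P-WT vs C-WT −0.55, Kdm5c P-WT vs C-WT −0.55, Max P-KO vs C-WT −0.065 and T-KO vs C-WT −0.080, Rnf2 T-KO vs C-WT −0.60, Irf4 P-KO vs C-WT −0.22 and Mzb1 T-KO vs C-WT −0.16. The cause was not tested.

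Counts of genes called P-KO vs P-WT were 2 with array weights and 1 with limma-voom. The genes called T-KO vs T-WT numbered 10 with no filter, 10 after median-ratio rescaling, 11 after quantile normalization, 9 with limma-voom, 7 without T-WT-1 and T-WT-4 and 901 with all 26 libraries in 1 fit. The genes called T-WT vs C-WT numbered 5506 with array weights. Pearson r of log2FC P-WT vs P-KO was 0.964 with a pseudocount of 0.1, 0.979 with a mean RPKM of at least 1, 0.978 after quantile normalization and 0.957 with C-KO as the control of P-KO; Pearson r of log2FC T-WT vs T-KO was 0.931 without T-WT-1 and T-WT-4. The log2FC of Pcgf6 was lower after median-ratio rescaling (0.31 in P-WT vs C-WT, −0.17 in P-KO vs C-WT, 0.46 in T-WT vs C-WT and 0.15 in T-KO vs C-WT) and after quantile normalization (0.28, −0.16, 0.51 and 0.18). In P-KO vs C-WT its sign changed, as it lay above 0 without rescaling (0.084 to 0.20 with 1 library left out). The cause of these changes was not tested.

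Leaving out 1 library gave 0 to 2 genes called C-KO vs C-WT, 0 to 2 P-KO vs P-WT (2 in both without P-KO-2, 1 in the latter without P-KO-1), 7 (without T-WT-1) to 37 (without T-KO-1) T-KO vs T-WT (11 without T-KO-2 or T-KO-4), 1982 (without C-WT-1) to 4002 T-WT vs C-WT (2363 genes called T-WT vs C-WT without C-WT-3), and 3597 to 5384 T-KO vs C-WT. Pearson r of log2FC ran from 0.962 to 0.975 for P-WT vs P-KO and from 0.885 to 0.931 for T-WT vs T-KO. The log2FC of Pcgf6 ran from 0.60 to 0.80 in T-WT vs C-WT and from 0.50 to 0.67 in T-KO vs C-WT. That of Cdkn2a ran from 1.01 to 1.49 in T-KO vs C-WT, from 0.55 (without T-WT-3) to 1.59 in T-WT vs C-WT and from −0.35 to 0.68 in T-KO vs T-WT, and the cause was not tested. It ran from 1.14 to 1.45 in P-KO vs C-WT, 1.02 to 1.24 in P-WT vs C-WT, 0.01 to 0.33 in P-KO vs P-WT and −0.04 to 0.03 in C-KO vs C-WT.

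The replicate block treats libraries of the same number as a group, although the numbers are not stated to pair them. The block gave 5557 genes called P-WT vs C-WT, 5177 genes called P-KO vs C-WT, 14 genes called T-KO vs T-WT, 0 genes called C-KO vs C-WT and P-KO vs P-WT, and a log2FC of Pcgf6 of 0.58 in T-WT vs C-WT and 0.50 in T-KO vs C-WT. B-cell libraries of the same number correlated with r of −0.504 to 0.473 in their deviations (21 pairs), others with −0.412 to 0.458 (63 pairs). Between C-KO and C-WT, however, the 3 pairs of the same number had r of 0.473, 0.349 and 0.0457 and the 9 others −0.34 to 0.151, and C-KO-1 and C-WT-1 alone of these groups expressed the Y-linked Kdm5d (3.85 and 4.03 RPKM). Whether the numbers pair these libraries stays open. Tumors of the same number correlated with −0.214 to 0.214 (5 pairs). Of the gene lists, camera called 9 of 26 in T-KO vs T-WT and 12 of 25 in P-WT vs C-WT, 0 in both with an estimated correlation, and 16 and 13 with the block. Depth limits genes of low level most, as 1 read on 1 kilobase of transcript equals 0.0346 RPKM in C-WT-1 and 0.179 in T-KO-6.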

Differences from the paper's values

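Tests named below as chosen after seeing the values are limma-voom alone; all other alternatives were set before the data were examined. Counts use the thresholds stated for Fig 3B, an adjusted p under 0.05 and a log2 fold change beyond 0.5, with limma here and DESeq2 in the paper. The paper's count of genes higher in T-KO than in T-WT is 84, against 17 here, and no alternative set beforehand closed the gap (with all 26 libraries in 1 fit it was 828). The paper's count of lower genes is 81, against 0 here; with all 26 libraries in 1 fit the count was 73, and the other alternatives set beforehand did not close the gap. That fit called 81 of the paper's 84 higher genes and 51 of its 81 lower ones. It shares 1 estimate of the spread between tumors and sorted B-cells, which can make p-values for tumors too small, so its counts are read with caution. Lower genes of Table S4F were also called without T-WT-2 (3), without T-WT-4 (1) and without T-WT-5 (1), and more than 17 of its higher genes without T-KO-1 (32), T-WT-2 (19) or T-WT-3 (18), with log2 Xist as a covariate (18) and with a mean of at least 1 RPKM (18). Of the paper's 165 genes, 162 were tested here and 162 had the same sign, 152 with an unadjusted p under 0.05 and 17 called. These genes were called on the same tumors, so the shared signs are not independent of the paper's calls. The log2FC here and in Table S4F correlated with r = 0.967 across these genes, and with 0.720 within the higher and 0.632 within the lower ones; the medians were 1.22 here and 1.32 in the paper for higher genes, and −0.90 here and −1.48 in the paper for lower ones. limma-voom, chosen after seeing the values, called 9 of the paper's 84 higher genes and 0 of its 81 lower ones.

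The paper lists 4 genes called between C-KO and C-WT, against 0 here (4 of 4 with the same sign and an unadjusted p under 0.05); no alternative set beforehand closed the gap, and without P-KO-2 limma called 2 of them, Ptprs and Tdrkh. The paper lists 2 genes called between P-KO and P-WT, against 0 here; array weights gave 2 and leaving out P-KO-2 gave 2, in both cases the paper's Neto2 and Tdrkh, and the other alternatives set beforehand did not close the gap. limma-voom, chosen after seeing the values, called Neto2 and dropped 1 of the paper's 2 genes.

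The paper's R² of the log2FC of P-WT and P-KO is 0.8871, against 0.948 here, over all tested genes, and no alternative set beforehand closed the gap. Fig 3C is drawn over called genes, and over the genes called in either comparison the value here was 0.961. The numbers of called genes in Fig 3B were about 3200 higher and about 2700 lower in P-WT, and about 2900 higher and about 2600 lower in P-KO (Fig 3B, read by eye), against 4834, 805, 4402 and 861 here. Median-ratio rescaling (2687, 2055, 2627 and 2066) and quantile normalization (2370, 2336, 2312 and 2310) brought all 4 within the bound. For the higher genes in P-WT, so did a pseudocount of 1 (4396), no filter (4686), a mean of at least 1 RPKM (4473), the replicate block (4696) and leaving out C-WT-1 (4241), C-WT-3 (4704), P-KO-4 (4800), P-WT-1 (4637), P-WT-3 (4507) or P-WT-4 (4565). For those in P-KO, so did a pseudocount of 1 (4008), no filter (4274), a mean of at least 1 RPKM (4046), the replicate block (4274), only the 2 groups compared (4271) and leaving out C-WT-1 (3804), C-WT-3 (4276), P-KO-1 (4202) or P-KO-4 (4232). The other alternatives set beforehand did not. limma-voom, chosen after seeing the values, gave 2865 higher and 2752 lower among genes called P-WT vs C-WT and 2714 and 2519 among genes called P-KO vs C-WT; the paper's genes for these comparisons were not used here, so how many of them it drops is not known.

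Values of log2FC also differed for single genes of Table S4. For C-KO vs C-WT, the paper gives 0.74 for Tdrkh, against 1.11 here (closed by a pseudocount of 1 with 0.72 and without C-WT-3 with 1.03), and 0.72 for Ifi204, against 1.28 (closed by a pseudocount of 1, 0.90). For P-KO vs P-WT, the paper gives 1.00 for Neto2, against 0.83 here (closed without P-KO-2, 0.96, and without P-WT-3, 0.87), and 0.79 for Tdrkh, against 1.57 (closed by none).

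In the tumors (T-KO vs T-WT), the paper gives 2.58 for Camkv, against 3.25 here (closed by a pseudocount of 1, 2.77), 2.35 for Magi1, against 0.97 (closed by a pseudocount of 0.1, 2.17), 2.31 for Pcbp3, against 1.16 (closed by a pseudocount of 0.1, 2.44), 2.18 for Neto2, against 1.62 (closed by none) and 2.14 for Hook1, against 1.59 (closed by none). For lower genes, the paper gives −1.92 for Arhgap5, against −1.47 here (closed by a pseudocount of 0.1, −1.95, median-ratio rescaling, −1.65, quantile normalization, −1.67, the replicate block, −1.52, and leaving out any of 5 libraries), −1.92 for Raph1, against −1.24 (closed by a pseudocount of 0.1, −2.03, and without T-WT-5, −1.52), −1.94 for Sh2d1b1, against −1.40 (closed without T-WT-2, −1.66, and without T-WT-4, −1.61) and −1.96 for Ak8, against −1.30 (closed without T-WT-2, −1.64). The paper gives −1.97 for A530032D15Rik, against −1.30 here (closed by a pseudocount of 0.1, −1.90), −1.97 for Trpm5, against −0.87 (closed by a pseudocount of 0.1, −1.64), −2.00 for Rab30, against −1.42 (closed without T-WT-2, −1.76), −2.03 for Ppfibp1, against −0.89 (closed by none) and −2.38 for Lphn2, against −1.65 (closed by a pseudocount of 0.1, −2.69, and without T-WT-5, −2.10). Alternatives not named for a gene did not close its gap.

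In the heat maps of correlations (Fig 3A and Fig S3A), the printed values match the ones here when read by the labels of their rows, while the labels of their columns run in the reverse order. In Table S4A, of which 1998 of 21671 genes were used here, the fifth log2FC equals that of Table S4F in 10 of 10 genes the tables share, and across 1089 genes it correlates with r = 0.916 with T-KO vs T-WT here and 0.208 with P-KO vs C-WT.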

Other observations

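Tests on the share of reads in genes were chosen only after the result was seen, while the ceiling test and the germline tests had their predictions written before it; the germline list without genes seen in Table S4 was added later. Beyond the growth genes, pre-tumoral cells changed genes of cell survival and death. In P-WT against C-WT, the survival gene Bcl2 fell from 6.09 ± 1.1 to 1.75 ± 0.107 RPKM (n = 3 and 4, mean ± SD; log2FC −1.54, limma adjusted p = 2.05e-05), while the death gene Bbc3 rose from 0.444 ± 0.113 to 2.25 ± 0.614 (1.52, limma adjusted p = 8.07e-05). The p53 target Cdkn1a rose from 0.0714 ± 0.0491 to 0.963 ± 0.20 (1.35). Of 20 p53 targets, 10 rose and 3 fell (7 and 5 after median-ratio rescaling; median 0.66, while the camera direction was down, limma camera adjusted p = 0.951), and of 23 genes of the BCL2 family and caspases, 9 rose and 3 fell (8 and 8 after rescaling; median 0.20 with the camera direction down, limma camera adjusted p = 0.391).

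Several genes of MHC class II presentation fell at this stage. Ciita, their transcriptional activator, fell from 20.0 ± 3.06 to 10.1 ± 0.644 RPKM (n = 3 and 4, mean ± SD; log2FC −0.93, limma adjusted p = 0.00170), and of 18 genes of the list 5 fell and 0 rose (4 adjusted over the list alone; 11 after median-ratio rescaling; limma camera adjusted p = 3.05e-04, and 0.486 with an estimated correlation). Of 28 interferon-response genes, 5 fell and 2 rose (2 and 1 adjusted over the list alone; 14 and 1 after rescaling; limma camera adjusted p = 2.17e-05, and 0.486 with an estimated correlation), and of 15 immediate-early and stress genes 3 fell and 0 rose (6 after rescaling; limma camera adjusted p = 2.39e-04, and 0.486 with an estimated correlation), among them Egr1, from 3.34 ± 1.26 to 0.763 ± 0.331 RPKM. Of 14 PRC1.6 subunits, 9 rose and 0 fell (5 after rescaling; limma camera adjusted p = 0.0181, and 0.502 with an estimated correlation), as did 6 of 10 genes of the Myc network (3 after rescaling; limma camera adjusted p = 0.105).

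The other lists gave, for P-WT against C-WT, MHC class I 6 higher and 2 lower of 17 (4 and 5 after median-ratio rescaling; median 0.06 with the camera direction down, limma camera adjusted p = 0.349), germline and meiosis genes 3 and 0 of 6 (0.279), pan-B markers 1 and 1 of 12 (0 and 3 after rescaling; 0.142), plasma-cell markers 4 and 1 of 10 (1 and 3 after rescaling; 0.405), NK-cell markers 0 and 0 of 4 (0 and 2 after rescaling; 0.0585) and erythroid markers 0 and 0 of 9 (0 and 1 after rescaling; 0.189). Macrophage and monocyte markers were 0 higher and 1 lower of 15 (Emr1; 0 adjusted over the list alone; 2 lower after rescaling; limma camera adjusted p = 0.00142, and 0.502 with an estimated correlation), dendritic-cell markers 0 and 1 of 4 (Flt3; 3 lower after rescaling; limma camera adjusted p = 0.00717, and 0.368 with an estimated correlation) and genes near Pcgf6 on its chromosome 14 and 4 of 33 (8 and 8 after median-ratio rescaling; limma camera adjusted p = 0.886). Stromal and Hox lists had 1 tested gene each and 0 called. Sex-linked genes had 0 called of 5 (4 higher and 1 lower adjusted over the list alone, limma camera adjusted p = 0.843). This does not mean that the sexes were matched. Xist lay at 0.00949 to 0.0408 RPKM in P-WT, but ran from 0.0193 to 22.1 in C-WT and from 0 to 33.1 in P-KO. Sex is therefore not balanced in P-WT against C-WT or in P-KO against P-WT. The camera direction was down for the pan-B, plasma-cell, erythroid, sex-linked and chromosome lists although their medians, 0.16, 0.14, 0.18, 1.69 and 0.34, were above 0; the median of all genes, 0.39, lay above these except that of the sex-linked list. Where not given, the counts adjusted over the list alone and those after rescaling were the same.

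Between the genotypes, camera also called lists of which 0 members were called over all genes. At C, pan-B markers lay above the other genes (11 of 12 above 0; limma camera adjusted p = 0.00613) and T-cell markers below them (0.0495), both with an adjusted p of 0.992 with an estimated correlation. At P, ribosome biogenesis (limma camera adjusted p = 0.00949), nucleotide synthesis (0.00375) and neutrophil markers (0.0144) lay below and erythroid markers above (9 of 9 above 0, median 0.35; 9.59e-05), each with 0.791 with an estimated correlation. In tumors, nucleotide synthesis lay above (limma camera adjusted p = 0.0373, and 0.846 with an estimated correlation) and p53 targets (0.0183; median 0.05 but mean −0.03) and the BCL2 family (0.0153) below, both with 0.407 with an estimated correlation. Adjusted over the list alone, limma called Ifi204 higher at C, Pcgf6 and the plasma-cell gene Creld2 lower at P, and in tumors Impdh1, Slamf7, Hba-a2, Hbb-b1 and Poll higher and Samd9l lower; Ifi204, Poll and Samd9l are listed in Table S4. Single tumors carried markers of their own, chosen after their values were seen: T-KO-3 held Dntt at 18.0 and Igll1 at 21.0 RPKM, and T-WT-1 held the macrophage gene Cd5l at 24.5.

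Release of germline genes beyond those seen in Table S4 was tested as a hypothesis on the list without Tdrkh and Syce2. At C, 3 of 4 remaining tested genes lay above 0 (Stag3 0.37, Zcwpw1 0.42, Mei4 0.16, with Rec8 at −0.06), with a limma camera p of 8.24e-04 with an estimated correlation. This met the bound set for a wider release in C-KO, but only over these 4 genes. Most members of the list were too low to be tested or not listed, so it does not show a rise of germline genes as a set. At P, 2 of 4 lay above 0 with a median of −0.05 and a limma camera p of 0.607, which decides nothing in P-KO: the bound set for excluding it was met, but 4 genes that go both ways and lie near 0 cannot exclude it. In tumors, 3 of 3 lay above 0 (Mei4 0.26, Stag3 0.37, Zcwpw1 0.60) with a limma camera p of 0.446; the bound was met there too, but 3 genes are too few to exclude it, so it stays open in both.

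More genes rose than fell in P-WT against C-WT, 4834 against 805. A larger share of the mapped reads in genes cannot be told apart from a rise of most genes: 56.7% of the called genes were higher after median-ratio rescaling, but that rescaling centers the change of all genes near 0 whatever the cause. A ceiling on reads per base, which would hold down abundant genes, stays open: among called genes with a mean under 0.05 reads per base, 1581 rose and 562 fell, so 73.8% were higher, between the bounds set for and against it. A response to the transgene that raises more genes than it lowers, the biological explanation the design gives, stays open and was not tested, as the table has no measure of RNA per cell.

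Regroupings of the libraries into groups of the same sizes tested whether chance can be excluded for each count of calls. It can for P-WT vs C-WT (5639 calls, at most 4995 in the other regroupings; 1 of 35 reached the real count, the real one itself), P-KO vs C-WT (5263, at most 4607; 1 of 35), T-WT vs C-WT (3559, at most 2771; 1 of 56) and T-KO vs C-WT (5129, at most 46; 1 of 84). For T-KO vs T-WT, 3 of 100 regroupings reached the real count of 17, which met the bound set for excluding chance. The highest of the others called 1675 genes, T-KO-1, T-KO-2, T-KO-3 and T-KO-4 with T-WT-2 and T-WT-3 against the rest. This points to a structure of the tumors other than their genotype, so a chance alignment of the genotypes with it cannot be excluded. For C-KO vs C-WT (0, at most 2; 35 of 35), P-KO vs P-WT (0, at most 3; 35 of 35) and the interaction of genotype and transgene (0, at most 1032; 100 of 100), the real count is 0, which every regrouping reaches by construction, so nothing was tested there; the 1032 calls point to a structure of the samples other than the genotype.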
